# Hippocampus RNA Sequencing of Pentylenetetrazole-Kindled Rats and Upon Treatment of Novel Chemical Q808

**DOI:** 10.3389/fphar.2022.820508

**Published:** 2022-03-08

**Authors:** Xiang Li, Qing Wang, Dian-wen Zhang, Di Wu, Si-wei Zhang, Zheng-ren Wei, Xia Chen, Wei Li

**Keywords:** Q808, novel anti-convulsant chemical, PTZ-kindled seizure, RNA sequencing, hippocampus

## Abstract

The expression of genes altered in epilepsy remains incomplete, particularly in the hippocampus, which exhibits exquisite vulnerability to epilepsy. Q808 is an innovation chemical compound that has potent anti-convulsant effect. Exploring its mechanism can not only explore the pathogenesis of epilepsy but also provide a theoretical basis for its clinical application. The present study aimed to use RNA sequencing (RNA-seq) to reveal the gene transcriptomic profile of chronic pentylenetetrazole (PTZ)-kindled seizure rats and the difference of the PTZ model rat before and after treatment with Q808. Quantitative real-time PCR (qRT-PCR) was performed to validate the RNA-seq results. The protein level was estimated with Western blot. Hippocampal transcriptomic analysis showed that 289 differentially expressed genes (DEGs) were confirmed in the PTZ-kindled seizure group compared with the vehicle control. Gene cluster analysis identified most of the DEGs linked to neuronal apoptosis, neurogenesis, neuronal projections, and neurotransmitter regulation. After analysis across the three groups, 23 hub genes and 21 pathways were identified, and qRT-PCR analysis confirmed that most of the mRNA levels of hub genes were consistent with the RNA-seq results. Q808 treatment increased the level of ACE, a GABA-related protein. Our analysis showed the comprehensive compendium of genes and pathways differentially expressed for PTZ-kindled seizure rats and upon Q808 treatment in PTZ-kindled seizure, which may provide a theoretical basis to explore the mechanism and unique efficacy of Q808 and the pathophysiology of epilepsy in the future.

## Introduction

Epilepsy is a relatively common neurological disorder that affects people of all ages. Approximately 2–3% of the population worldwide have epilepsy (Gavvala and Schuele, 2016). The typical symptoms of epilepsy include recurrent unprovoked seizures and psychiatric symptoms, such as fear and anxiety, which considerably diminish the quality of life of a person (Thijs et al., 2019). The pathophysiology of epilepsy has various mechanisms, including neurotransmitter imbalance, channelopathies, neural migration, neuronal loss, brain injuries, degenerative disorders, morphological abnormalities, cortical and/or hippocampal malformations, and genetic background (Brodie et al., 2016; Pfisterer et al., 2020). Several anti-epileptic drugs are available in the market, but about one-third of the epileptic patients fail to achieve seizure control, and they develop refractory epilepsy (Löscher et al., 2013). In addition, traditional anti-epileptic drugs show various and serious adverse reactions (Stefan and Feuerstein, 2007). Therefore, identifying a new anti-epileptic agent is necessary.

Q808, 6-(4-chlorophenoxy)-tetrazolo[5,1-a]phthalazine (Figure 1), is an innovative chemical component with an international patent, which showed a broad-spectrum anti-epileptic activity in various experimental seizure models including a maximal electroshock seizure model and chemical-induced seizure model, such as induced by PTZ, 3-mercaptopropionic acid (3-MP), thiosemicarbazide (THIO), and isoniazid (ISO) (Sun et al., 2010). In our previous study, we found that Q808 can specifically increase the level of GABA, an inhibitory neurotransmitter, and enhance the frequency of spontaneous inhibitory postsynaptic currents in the hippocampus (Li et al., 2017). However, knowledge about the molecular mechanisms of Q808 is still limited.

**FIGURE 1:**
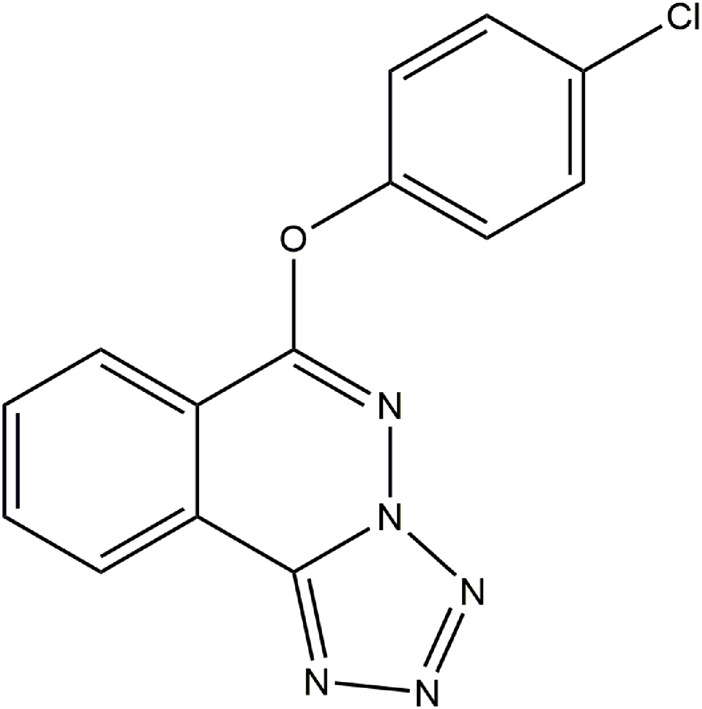
Chemical structure of Q808.

The hippocampus is a heterogeneous structure with distinct regional connectivity along its longitudinal axis, and it plays a significant role in epileptogenesis and seizure maintenance (Strange et al., 2014; Huberfeld et al., 2015). The chemical kindling of seizures triggered by PTZ has been used to reflect the pathogenesis of human epilepsy, which is considered an appropriate model for drug-resistant epilepsy (Löscher, 2017). In the present study, hippocampal damage, such as neuronal apoptosis, has been observed after PTZ-induced seizure (Taskıran et al., 2020). This damage in the hippocampus can not only promote the occurrence and development of epilepsy but also cause impairment of cognitive function. Sections from PTZ-treated seizure mice showed morphological changes such as vacuolation and several degenerative areas with darkly stained nuclei in the hippocampus (El-Missiry et al., 2020). Apart from the change of neuro, some neurotransmitters also significantly change in the hippocampus of the PTZ model. In our previous study, inhibitory neurotransmitters such as GABA decreased evidently in the hippocampi of the PTZ-kindled model (Li et al., 2017). These changes in hippocampus could be associated with the genetic change. Considerable evidence has shown that the mRNA expression levels of the subunit of the GABAA receptor and apoptotic genes, namely, *Bax* and *Caspase-3*, were significantly increased (Ahmadirad et al., 2014; Singh et al., 2019). Thus, characterizing the gene expression profiles of the hippocampus is crucial to elucidate the molecular mechanisms of epileptogenesis and the anti-epileptic effect of Q808.

RNA-seq is a novel and sophisticated approach to comprehensively understand the molecular mechanisms of epilepsy in recent years (Chen et al., 2020). In the previous study, transcriptomic analyses have been performed with several seizure models, such as human intractable partial epilepsy (Guelfi et al., 2019), human temporal lobe epilepsy (Conte et al., 2020), drug refractory epilepsy patients (Dixit et al., 2016), and mouse and rat kainic acid models (Dong et al., 2020; O'Leary et al., 2020). An intraperitoneal continuous low-dose injection of PTZ into an animal could induce a severe tonic–clonic seizure, and this kindling model is widely applied to investigate the pathophysiology of epilepsy and epilepsy-related genes (Shimada and Yamagata, 2018). However, no studies have reported alterations in the hippocampal transcriptome of the PTZ-kindled seizure model before and after treatment with Q808.

In the current study, the chronic PTZ-kindled seizure model and seizure model treated with Q808 for 4 weeks were used, and the anticonvulsant effect of Q808 on the PTZ-kindling model was confirmed. In addition, RNA-seq was used to investigate the alternations in mRNA expression profile in the rat hippocampus. Furthermore, differential gene expression and level of a GABA-related protein were validated. The results presented in the study may benefit identifying novel mechanisms for epilepsy.

## Materials and Methods

### Chemicals

The Q808 compound was a kind gift from the Academy of Chinese Medical Sciences of Jilin Province, and the synthesis conformation of Q808 has been verified (Zhang et al., 2009). The other drugs and reagents, such as PTZ, Tween-80, and CMC-Na, were purchased from Sigma-Aldrich Chemical Company (St. Louis, United States). ACE, β-tubulin, and Goat Anti-Rabbit IgG (H + L) HRP antibody were purchased from Affinity Biosciences (Affinity, United States).

### Experimental Animals

Experimental procedures were carried out in accordance with the National Institutes of Health guidelines and approval by the Animal Care and Use Committee of the College of Basic Medical Sciences in Jilin University (No. 2020-24). Thirty specific pathogen–free Wistar rats (180–220 g) were purchased from Changchun Yisi Experimental Animal Technology Co., Ltd. (Changchun, China; certificate number SYXK 2018-0001). The rats were housed three per cage under controlled temperature (22–25°C) and humidity (50–60%) with a 12°h light/dark cycle. Rats had free access to water and food. One week later, the animals were randomly divided into the vehicle control group (Con.), PTZ + vehicle group (PTZ), and PTZ + Q808 group (Q808). Rats in the PTZ group and Q808 group received intraperitoneal (i.p.) injection of sub-convulsive dose (35 mg/kg) of PTZ once every 48 h for the first 28 days (14 injections) and 60 mg/kg of PTZ on the last day of treatment to achieve a fully kindled state (Mahmoudi et al., 2020). The Con. group received equal amounts of normal saline. For the next 28 days, the Q808 group received Q808. The Con. group and PTZ group received the solvents of Q808 at the same time and same route as the Q808 group.

### Behavioral Assessment of Seizure

The PTZ-kindled seizures were scored according to a modified Racine scale (Racine, 1972): category 0, no evidence of convulsive activity; category 1, whisker trembling and mouth and facial twitch; category 2: head nodding; category 3: forelimb clonus; category 4: forelimb rearing or jumping; and category 5: falling and tonic–clonic seizures. Rats with at least three consecutive seizures that scaled greater than or equal to Racine category 3 within the first 28 days were considered successfully kindled (Löscher, 2017) (success rate, 70%). The seizure latency to category 2 was also recorded.

### Drug Treatment

Q808 drug solutions were freshly prepared with Tween-80 and 0.5% CMC-Na, and 30 mg/kg was administered to the rats via oral gavage daily for 28 days. The dose, route, and timing of administration of Q808 were based on pharmacokinetic considerations and preliminary experiments (Zhang et al., 2009; Sun et al., 2010; Li et al., 2017). The body weights of the experimental animals were measured every other day. On the next day of the last injection of Q808, animals in PTZ and Q808 groups were injected with a sub-convulsive dose of PTZ. Behavioral assessment of seizure was done as described above.

### Hippocampal Tissue Preparation

The experimental animals were euthanized by decapitation under light ether anesthesia after the last seizure evaluation. Brains were removed and washed in cold phosphate-buffered saline, meninges were removed, and the hippocampus was bilaterally dissected on an ice platform. Individual samples were collected and stored in liquid nitrogen.

### RNA Extraction and Library Preparation

Total RNA was extracted from the hippocampal tissue sample (about 100 mg) using the TRIzol kit (Invitrogen, United States) according to the manufacturer’s instructions. RNA purity was checked, and quantification was evaluated using the NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, United States). Samples with an absorbance (260/280) ratio between 1.8 and 2.2 were considered acceptable. An Agilent 2100 Bioanalyzer (Agilent Technologies, United States) was used to assess the RNA integrity. Then, the sequencing library was generated by using the MGIEasy Universal Library Convert Kit (MGI, China), VAHTS^®^ Universal V6 RNA-seq Library Prep Kit for Illumina (Vazyme, China), and VAHTS^®^ mRNA Capture Beads (Vazyme, China) according to the manufacturer’s protocols.

### RNA Sequencing and Data Analysis

The libraries were sequenced on a BGI T7 platform. Raw reads were generated first and processed using the Trimmomatic software to remove reads containing adapter and ploy-N or low-quality reads. After this step, clean reads were obtained. By using Cufflinks (Trapnell et al., 2010), fragments per kilobase of transcript per million fragments mapped (FPKM) of each gene was calculated. HTSeq-count (Anders et al., 2015) was used to obtain the read counts of each gene. Differentially expressed gene (DEG) analysis was performed using the DESeq (2012) R package. The threshold for significantly differential expression in each sample was set at *p* value <0.05, and log2 of the fold-changes was filtered at > 1.5 or <0.67. In addition, hierarchical cluster analysis of DEGs across the three groups was performed to explore transcripts’ expression pattern.

### Enrichment Analysis

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses are often used to perform the functional annotation of DEGs. In detail, GO analysis was usually used to evaluate the biological process, cellular component, and molecular function of DEGs (Ashburner et al., 2000). The annotations were obtained from Gene Ontology (www.geneontology.org/) and NCBI (www.ncbi.nlm.nih.gov/). For identifying the pathways which DEGs are involved in, KEGG pathway analysis was used according to the KEGG database (www.genome.jp/kegg/) (Draghici et al., 2007). The two above-mentioned enrichment analyses were performed using R based on the hypergeometric distribution. A value of false discovery rate (FDR) less than 0.05 was considered significant.

### qRT-PCR Validation

RNA utilized for qRT-PCR was extracted with TRIzol as described above. First-strand cDNA synthesis was performed using the Prime Script^TM^ RT Master Mix (Takara Biological Engineering Company, China). Real-time PCR amplifications were performed in the QuantStudio Real-Time PCR System with QuantStudio design and analysis software in a 20-μl reaction volume. Each reaction tube contained 2 μl cDNA, 10 μl SYBR Green Master Mix (Roche, Switzerland), 1.25 μmol.L^−1^ forward and reverse primers, and RNase-free water. The cycling parameters were as follows: an initial hold stage of 95 °C for 10 min followed by 60 cycles of 95°C for 15 s and 59°C for 30 s. The target mRNA levels were normalized to the β-actin internal control gene. The fold-change in mRNA expression was analyzed according to the 2^−△△CT^ method. Primers for selected genes were designed using Primer-BLAST (Primer3 Input version 0.4.0 and BLAST) and are listed in Table 1.

**TABLE 1:** Sequences of the primers.

Gene name	Sequence (5′→ 3′)		GenBank accession
	Forward	Reverse	
*Ace*	GAT​TGC​AGC​CGG​GCA​ACT​TT	CTC​CGT​GAT​GTT​GGT​GTC​GT	NM_012544
*Alas2*	GCC​AAT​CAG​TGC​CTC​GTT​TC	CGG​TAT​GTG​TGG​TCC​TGC​TT	NM_013197
*Ccdc88b*	GAG​AGC​AGC​GAG​AGT​ACC​TG	ACG​AGG​ACC​CTG​TCC​CAT​C	XM_215206.11
*Col18a1*	GAA​GCT​CCG​TGG​CTC​TCT​AC	GGG​GGT​TTT​GCG​TAC​TCT​CA	NM_053489
*Doc2a*	CTC​GGA​TGA​TAC​CAC​TGC​CC	ACC​TTG​TGG​GTG​ATG​TCG​TC	NM_022937
*Enpp2*	TGT​TCG​TCC​TGA​TGT​CCG​TG	TTG​AAG​GCG​GGG​TAC​ATT​GG	NM_057104
*Faap100*	GCT​GCA​TAC​AAC​CTT​GCA​CC	CAC​ACA​GGA​CGT​AGA​GTG​CC	XM_039087819.1
*Fbl*	GTT​GAG​TTC​TCC​CAC​CGC​TC	AAA​GTG​TCC​TCC​ATT​CCG​CA	NM_001025643
*Fhl2*	GAC​TGA​ACG​CTT​TGA​CTG​CC	CCA​GTG​GCG​ATC​CTT​GTA​GG	NM_031677
*Gypc*	CTC​AGT​GTG​TGT​GAG​GTG​GTT	CAT​CTT​GAG​CTG​CGT​TGA​TGG	NM_001013233
*Hbb*	TTG​TGT​TGA​CTC​ACA​AAC​TCA​GAA	GCC​ACC​AAC​ATC​ATC​AGG​GTT	NM_033234.1
*Itpripl1*	GCC​TCC​TGT​AGT​TTG​TGC​GA	TAA​AGA​GAC​AGC​GCG​ACA​GG	NM_001025043
*Lmo4*	TCG​GGC​TGA​GAC​TTG​ACA​CTT	CCC​TAT​ATT​GCA​ACA​CTG​CGA	NM_001009708
*Man2b2*	CGT​CCA​GTG​TCA​GCA​CAG​AT	TGT​GCG​CCT​GAC​TTT​GTA​GT	NM_001134971
*Mex3a*	GAG​CGA​CCA​TCA​AAC​GCA​TC	GGT​GAT​CTC​AAA​CAC​GGG​GT	XM_039103755.1
*Mvd*	AGG​GGT​GTC​TCC​TGT​GAT​GA	GCC​CTC​ATC​CTT​CAC​GCT​TA	NM_031062
*Ovol2*	TCT​CAC​GAC​ACC​CTA​ATG​AGC​C	TTT​TTG​ACC​TGG​CAA​CCG​GG	NM_001106519
*Shox2*	CGC​AAA​GAG​GAT​GCG​AAA​GG	AAC​CAA​ACC​TGT​ACT​CGG​GC	NM_013028
*Slc25a22*	CCC​ATC​GAC​CTG​GCT​AAG​AC	CCA​GCT​TGA​TGG​CCT​TCT​CA	NM_001014027
*Sox11*	CGT​GGC​GGT​CAG​GAT​AAA​GA	GGG​TGG​GGG​AAA​TCA​CAA​CT	NM_053349
*Wdr54*	TCA​CAG​CCA​CAC​CTC​TAA​ACA	CTG​CCC​TAC​CTC​CCT​ACA​CTA	NM_001109245
*β-Actin*	AGG​CCC​CTC​TGA​ACC​CTA​AG	CCA​GAG​GCA​TAC​AGG​GAC​AAC	NM_001199954

### Western Blot

Total protein was extracted from the hippocampal tissues with radio immunoprecipitation assay lysis buffer at 4°C for 30 min, and the total protein concentration was quantified by a BCA Protein Assay Kit (Solarbio, China). Equal amounts of protein were loaded on 8% sodium dodecyl sulfate–polyacrylamide gel and then transferred to polyvinylidene fluoride membranes with ice cooling. After blocking with 5% non-fat milk, the membranes were incubated with primary antibodies, rabbit Anti-ACE1 (1:1,000, Affinity), overnight at 4°C. After washing, membranes were soaked in the secondary antibodies, Anti-rabbit IgG HRP-linked (1:5,000, Affinity), for 1 h at room temperature. β-Tubulin was used as an internal control. Images were visualized by enhanced chemiluminescence using Tanon-4200SF (Biotanon) and analyzed using ImageJ software.

### Statistical Analysis

The GraphPad Prism 7 software was used for data analysis. Data were expressed as mean ± SD. Statistical analysis was carried out by the Mann–Whitney U test and unpaired t-test to compare the difference in seizure score (a discrete variable) and seizure latency (a continuous variable), respectively, between two groups. One-way ANOVA followed by Tukey’s test was used to compare differences in hub gene and protein expression among three groups, and the experiment was performed with at least three biological replicates. An adjusted *p*-value < 0.05 was considered to be statistically significant.

## Results

### Racine Score and Seizure Latency

A sub-convulsant dose of PTZ was intraperitoneally injected once every 2 days for the first 28 days of the seizure model. Then, Q808 was given via oral gavage daily for the following 28 days. Behavioral changes were evaluated at the end of the drug treatment. PTZ-kindled rats have a significant reduction (*p* < 0.01) in seizure score after administration of Q808 (Figure 2A). The latency to seizure was significantly increased (*p* < 0.05) in the Q808-treated group compared with the PTZ model group (Figure 2B). All results indicated that Q808 showed an effective anti-convulsant activity against chronic PTZ-kindled seizure rats.

**FIGURE 2:**
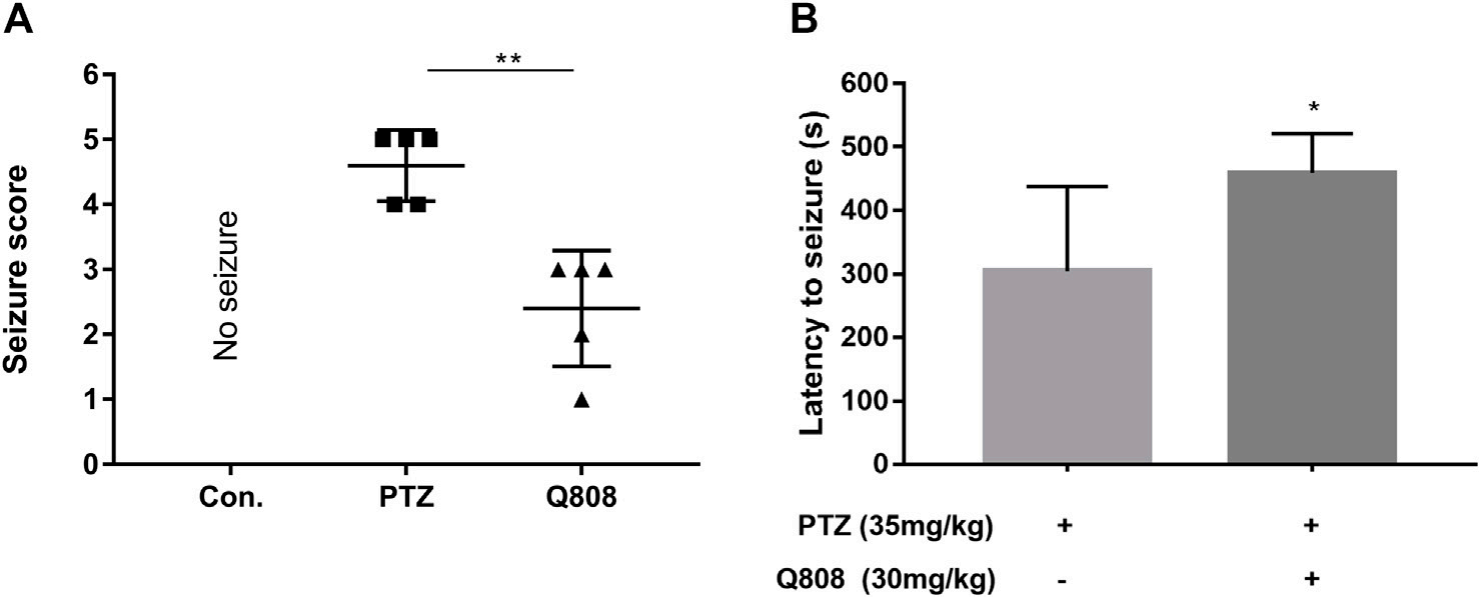
**(A)** Seizure score and **(B)** latency to seizures of PTZ-kindled rats before and after treatment with Q808. Data are shown as mean ± SD. Statistical analysis was carried out by the Mann–Whitney U test and unpaired t-test, respectively. *n* = 5, *p < 0.05, and **p < 0.01.

### DEGs in the Hippocampus and Hierarchical Clustering

Total RNA was isolated from the hippocampus of rat and subjected to transcriptomic sequencing. 

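Hippocampal RNA of 8 rats was sequenced, 3 of the Con. group, 3 of the PTZ group and 2 of the Q808 group, with 1 library per rat. PTZ is a convulsant that blocks GABA-A receptors, and repeated doses below the seizure threshold kindle rats, so that later doses produce stronger seizures. Rats of the PTZ and Q808 groups received 35 mg/kg PTZ every 48 h for 28 days, 14 injections in all, and 60 mg/kg on the last day. The Q808 group then received 30 mg/kg Q808 by gavage for 28 days. On the next day, PTZ and Q808 rats were injected with PTZ again and scored for seizures before tissue was taken. The paper names no such injection for the Con. group, so changes between the groups can include an acute response to it. It reports lower seizure scores in the Q808 than in the PTZ group. The authors trimmed the reads with Trimmomatic and deposited a value for each of 22601 genes in each library in FPKM (fragments per kilobase of transcript, scaled by the number of mapped fragments) from Cufflinks. The HTSeq read counts on which the paper's DESeq test ran were not used here. According to Supplementary Table S1, between 41426687 and 48041608 reads per library were mapped in the Con. group (median 41861612), between 39233695 and 45206328 in the PTZ group (median 44703890), and 41465700 and 43746661 in the 2 libraries of the Q808 group. FPKM are already scaled by depth and gene length, so no counting error can be attached to single values. The FPKM listed in Supplementary Tables S2 and S3 were equal to the deposited ones for all 289 and 152 genes in the libraries they list. Differential expression was tested with limma (empirical Bayes with a mean-variance trend) on log2(FPKM + 0.1) for the 15593 genes with a mean FPKM of at least 0.1, and each comparison used its own 2 groups. On this scale the change of genes with low FPKM is understated. Genes were called at an unadjusted p-value under 0.05 and a change of more than 1.5-fold.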

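The libraries also differed in a way that crossed the groups. The mean log2(FPKM + 0.1) of 6 marker genes of the striatum was 7.35 in Con.-3, 6.20 in PTZ-3 and 6.20 in Q808-1, and between 1.56 and 2.48 in the other 5 libraries. In those 3 libraries, 6 marker genes of dentate granule cells were lower by a mean log2 difference of -1.40, with 5 of the 6 genes lower, and 8 marker genes of oligodendrocytes were higher by 1.23, with all 8 genes higher. Both differences gave the smallest p-value that 3 libraries against 5 allow (two-sided exact permutation test, p = 0.018). Mapped reads also separated the sets, at 39233695 to 41465700 in the 3 libraries and 41861612 to 48041608 in the other 5, a ratio of means of 0.91 (two-sided exact permutation test, p = 0.036). The principal component that parted these 3 libraries from the rest held 51.2% of the variance over the 12563 genes with a mean FPKM of at least 1. Changes within the set of 5 libraries and within the set of 3 libraries are therefore given beside the pooled ones for some of the genes and lists. For the other genes only the pooled change is given. The set of 3 has 1 library per group and no replicates.

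**Figure D1:**
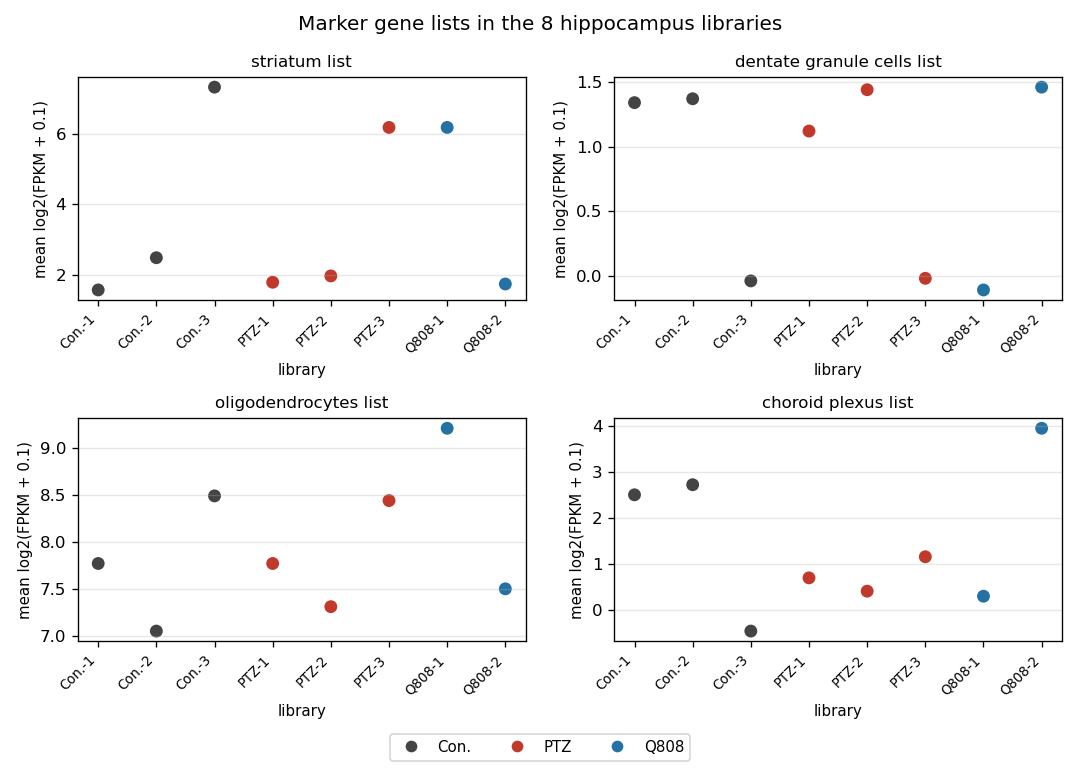
Mean log2(FPKM + 0.1) of the marker genes of the striatum, dentate granule cells, oligodendrocytes and choroid plexus (vertical axes) in each of the 8 hippocampus libraries (horizontal axes). Each point is 1 library, in black for Con., red for PTZ and blue for Q808. Con.-3, PTZ-3 and Q808-1 sit between 6.20 and 7.35 on the striatum list, and the other 5 libraries between 1.56 and 2.48.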

The raw sequencing data can be found at GEO: GSE189785. The datasets of clean data are displayed in Supplementary Table S1 and showed that the medial clean data were 6.31 Gb per sample. In addition, the sequence alignment analysis indicated that the result of RNA sequencing was reliable because the ratio of clean reads was greater than 92.34% of Q30 and beyond 47.77% of the GC content. 

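Between the PTZ and Con. groups, 395 genes were called, 264 higher and 131 lower in the PTZ group. None of the 15593 genes had a Benjamini-Hochberg adjusted p-value under 0.05 in limma, while 589 had an unadjusted p-value under 0.05. The libraries of both groups did not overlap for 1426 of the 15593 genes (9.1%), where chance gives 10% with 3 libraries against 3, and for 324 of the 395, which were called on the same libraries. Libraries with the same replicate number in the labels deviated together from their group means, with correlations across genes of 0.212, 0.299 and 0.422 for the numbers 1 to 3, the highest between Con.-3 and PTZ-3, which share high striatum markers. Con.-2 and PTZ-1 also reached 0.322, and the difference between replicates 1 and 2 had a correlation of 0.066 between both groups, so that the numbers show little pairing beyond the third pair. With the replicate number as a block, 616 genes were called, 382 higher and 234 lower, including 364 of the 395, and again none had an adjusted p-value under 0.05, with 983 at an unadjusted p-value under 0.05. Without Con.-3 and PTZ-3, a setting chosen after the data were seen, the count was 1530 genes (639 higher and 891 lower), of which 307 were among the 395. In that setting, 140 of the called genes had a Benjamini-Hochberg adjusted p-value under 0.05 in limma, against 0 to 2 genes in the other settings tried. The choroid plexus marker list also parted those libraries, at 2.51 and 2.73 in Con.-1 and Con.-2 against 0.7 and 0.41 in PTZ-1 and PTZ-2. These counts therefore cannot be ascribed to the treatment alone. After *Bad*, the genes with the smallest p-values among those whose groups did not overlap were *Acer2*, *Slc2a1*, *Ovol2* and *Tmem252*. *Acer2* (GeneID 313339) rose from 2.42 ± 0.0437 FPKM (SD, n = 3) in the Con. group to 6.33 ± 0.945 FPKM (SD, n = 3) in the PTZ group, a log2 fold change of 1.34 (standard error 0.20, limma adjusted p = 0.999, from 0.0575 to 1 over its alternatives). *Slc2a1* (GeneID 24778) rose from 53.7 ± 4.47 FPKM (SD, n = 3) to 94.7 ± 10.3 FPKM (SD, n = 3), a log2 fold change of 0.82, and *Tmem252* (GeneID 361744) from 0.621 ± 0.218 FPKM to 4.55 ± 2.16 FPKM, a log2 fold change of 2.59. Of the 289 DEGs of Supplementary Table S2, 288 were tested here, all 288 changed in the paper's direction and 239 were called. As both tests used the same libraries, this compares the tests only.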

When compared to the Con. group, 289 genes were differentially expressed (82 down-regulated, 207 up-regulated) in the PTZ group (Figure 3A; Supplementary Table S2). 

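Between the Q808 and PTZ groups, 300 genes were called among 15593 on 2 and 3 libraries. By limma, none had a Benjamini-Hochberg adjusted p-value under 0.05, and 341 genes had an unadjusted p-value under 0.05. Both groups were apart for 2440 of all genes tested (15.6%), where chance gives 20% with 3 libraries against 2, and for 296 of the 300, which were called on these libraries. The count ranged from 132 to 1569 genes across the 3 fits that each left out 1 PTZ library, and it was 1569 without PTZ-3. *Ppial4d* (GeneID 100360977), a gene of the cyclophilin A family whose reads could be split among near-identical copies, had the smallest p-value. It measured 139 ± 24.4 FPKM (SD, n = 3) in the PTZ group and 27.0 ± 3.75 FPKM (SD, n = 2) in the Q808 group, a log2 fold change of -2.35 (standard error 0.21, limma adjusted p = 0.369, from 0.054 to 1 over its alternatives). Next came *LOC108348139*, with a log2 fold change of 4.46, although its 3 Con. libraries spread from 0.032 to 2.91 FPKM. *Shox2* (GeneID 25546) was listed at 0 FPKM in PTZ-1 and PTZ-2, at 0.105 FPKM in PTZ-3 and at 1.29 FPKM in both Q808 libraries, a log2 fold change of 3.46 (standard error 0.51, unadjusted limma p = 0.000422, two-sided exact permutation p = 0.1). *LOC100911313* changed by 2.09 and *Glce* by -1.47.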

Compared to the PTZ group, there were 152 genes differentially expressed in the Q808 group. 

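Of the genes called, 212 were higher and 88 lower in the Q808 group, so that 70.7% were higher. This split depended on the scaling between libraries. After quantile normalization, 130 genes were higher and 142 lower (47.8% higher), and after median ratio scaling 192 were higher and 103 lower (65.1% higher). The median log2 difference over all genes between the Q808 and PTZ groups was 0.097 in the deposited FPKM and 0.011 after quantile normalization. Of the 152 DEGs of Supplementary Table S3, 148 were tested, all 148 changed in the paper's direction and 111 were called, and 189 of the genes called here were not among the 152.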

Among them, 39 genes were down-regulated and 113 genes were up-regulated (Figure 3B; Supplementary Table S3). 

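Genes called in both comparisons numbered 55 here, of which 36 were higher in PTZ than in Con. and lower in Q808 than in PTZ, 17 changed the other way round, and 2 were higher in both. Across the fits that each left out 1 Con. or PTZ library, the number ranged from 29 to 520, with 520 when PTZ-3 was left out. With the replicate number as a block, 209 genes were called in both comparisons. The Q808 group has no replicate 3, so the block fit of Q808 against PTZ also left out PTZ-3. Of the 23 genes of Table 2, 19 were among the 55. The other 4 each missed the threshold in at least 1 comparison. *Gypc* had an unadjusted limma p-value of 0.067 for Q808 against PTZ, *Itpripl1* 0.0518 and *LOC103692570* 0.0599 for PTZ against Con., and *Wdr54* 0.0734 and 0.0883 in the 2 comparisons. Adjusted over the 23 genes alone, 19 genes had a Benjamini-Hochberg adjusted limma p-value under 0.05 for PTZ against Con. and 21 for Q808 against PTZ, and over all genes none did, with a smallest value of 0.999 and 0.952. At an unadjusted p-value under 0.05 there were 20 and 21 of the 23. The first adjustment shows no stability, because the list was called on these libraries. Both PTZ and Con. libraries were apart for 17 of the 23 genes and Q808 and PTZ libraries for all 23, for a list chosen on these libraries.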

23 out of 157 genes identified in the Con. and PTZ comparison were also identified in the Q808 and PTZ comparison and defined as hub genes (Table 2). The heatmap (Figure 3C) illustrates these alternate expression levels for all hub genes across the three groups. 

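Each of the 23 genes kept the direction of Table 2 in both comparisons. Table 2 lists 12 genes that rose in the PTZ group and fell in the Q808 group, 9 that fell and then rose, and 2, *Alas2* and *Hbb*, that rose in both. Here *Alas2* (GeneID 25748) had a log2 fold change of 0.98 in PTZ against Con. and 1.15 in Q808 against PTZ, and *Hbb* (GeneID 24440) 0.77 and 1.43. *Hbb* was not called for PTZ against Con. with all genes, without the trend or after quantile normalization. Both encode erythroid proteins. Over 7 further erythroid genes, the mean log2 level was 1.19 higher in the PTZ than in the Con. group (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow), and 0.66 higher without *Hbe1*, a choice made after the values were seen (exact p = 0.2). The largest fall in the PTZ group belonged to *Shox2*, at -1.93 (standard error 0.49, unadjusted limma p = 0.00532, two-sided exact permutation p = 0.1), an understated value because the gene is listed at 0 in 2 PTZ libraries. *Sox11* (GeneID 84046) rose from 2.04 ± 1.34 FPKM (SD, n = 3) to 12.4 ± 9.45 FPKM (SD, n = 3) and then fell to 1.43 ± 0.181 FPKM (SD, n = 2), but between Con.-3 and PTZ-3 its change was -0.62, against 3.69 in the other 4 libraries of these groups, and it was not called with all genes. In the set of 5 libraries, all 23 genes changed in the pooled direction in both comparisons. In the set of 3, 20 did so for PTZ against Con. and 23 for Q808 against PTZ.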

In the PTZ group vs. Con. group, the expression of 12 genes displayed an initial increase, but there was a decrease in the Q808 group vs. PTZ group; however, the expression of 11 genes exhibited a reduction in the PTZ group vs. Con. group, but there was a subsequent increase in the Q808 group vs. PTZ group. Then, the hierarchical clustering structure (Figure 3C) was determined based on the relative expression values of hub genes. 

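On log2(FPKM + 0.1) of the 23 hub genes, standardized per gene, with Euclidean distance and complete linkage, the 3 PTZ libraries formed a branch of their own and the 3 Con. and 2 Q808 libraries formed the other. The mean distance was 5.26 between Q808 and Con. libraries, 9.20 between Q808 and PTZ libraries and 7.40 between Con. and PTZ libraries, so that the first was 0.571 of the second. Across the fits that each left out 1 of the 8 libraries this ratio ranged from 0.531 to 0.607. The 23 genes had been called in both comparisons on these libraries. Directly between the Q808 and Con. groups, 540 genes were called, 479 higher and 61 lower in the Q808 group (667 genes at an unadjusted p-value under 0.05), and after quantile normalization 283 were higher and 158 lower. A single gene, listed as GeneID100910575 without a symbol, had a Benjamini-Hochberg adjusted p-value under 0.05 in limma (0.0454, log2 fold change -3.93), and it was named for this reason after its value was seen. Over the alternatives 0 to 2 genes passed this threshold. Of the 23 hub genes, 3 had an unadjusted p-value under 0.05 between the Q808 and Con. groups, and 13 were within 1.5-fold. In 17 of the 23, the Q808 group passed beyond the Con. level after the change in the PTZ group.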

The analysis showed that the Con. and PTZ groups had significantly different gene expression profiles, whereas the Q808 treatment group and Con. group had similar gene expression profiles. Therefore, after Q808 treatment, the gene expression levels of PTZ-kindled seizure rats could reverse to healthy controls.

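On the 12264 genes with a mean FPKM of at least 1 that lay outside Supplementary Tables S2 and S3, the distance between Q808 and Con. libraries was 0.973 of that between Q808 and PTZ libraries (two-sided exact permutation test over the 6 Con. and PTZ libraries, p = 0.8, smallest possible 0.1). By this measure Con.-1 and Con.-2 were nearest to each other, at a distance of 39.84, as were PTZ-1 and PTZ-2, at 41.69. Q808-2 was nearest to Con.-1, at 42.43, while Q808-1 and Con.-3 were nearest to PTZ-3, at 55.34 and 60.41, so that the 3 libraries with high striatum markers did not group by treatment. A reversal was also measured across 12563 genes, by setting the change of each PTZ library from the Con. mean against the change of the Q808 mean from the other 2 PTZ libraries, so that both changes shared no PTZ library. The correlation across genes, which are not independent replicates, was -0.056 on average, with an SD of 0.457 and values from -0.339 to 0.471 over the 3 PTZ libraries. Without Con.-3, PTZ-3 and Q808-1, a setting chosen after the data were seen, it was -0.508. In the remaining libraries the choroid plexus marker list also fell and rose, by -2.07 and 3.41, so RNA of that tissue may share in this value. From the grouping of the Con. and Q808 libraries on the hub genes, apart from the PTZ libraries, the paper proposes that Q808 treatment could reverse the expression levels of kindled rats to those of healthy controls.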

**FIGURE 3:**
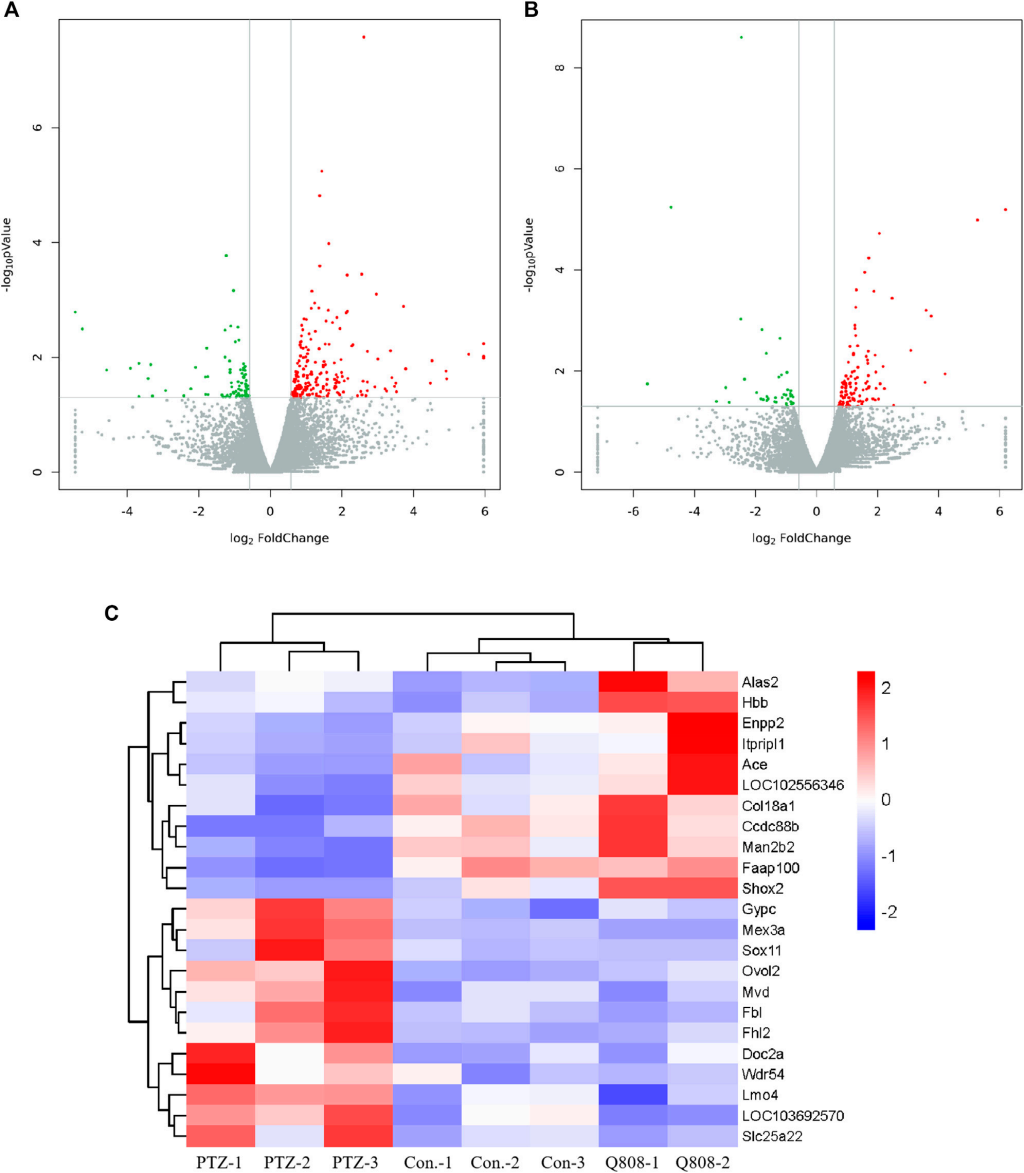
Volcano plot and heatmaps of hub genes in the hippocampus. **(A, B)** Volcano plot showing up-regulated (red dots) and down-regulated (green dots) DEGs and normal expressed genes (gray dots). **(C)** Heatmap showing the expression level of 23 hub genes across the three groups. Blue and red colors represent low and high levels of expression, respectively. Corresponding hierarchical clustering analysis of these hub genes is shown in black bars.

**TABLE 2:** Information of 23 hub genes identified by RNA-seq analysis across the three groups.

Hub gene	PTZ vs. Con.		Q808 vs. PTZ	
	Log_2_FC	*p*-value	Log_2_FC	*p*-value
*Ace* (angiotensin I converting enzyme)	−1.136	0.049	1.918	0.005
*Alas2* (5′-aminolevulinate synthase 2)	1.110	0.030	1.123	0.027
*Ccdc88b* (coiled-coil domain containing 88B)	−0.868	0.031	1.119	0.021
*Col18a1* (collagen type XVIII alpha 1 chain)	−0.666	0.034	0.963	0.012
*Doc2a* (double C2 domain alpha)	1.006	0.002	−0.950	0.023
*Enpp2* (ectonucleotide pyrophosphatase/phosphodiesterase 2)	−0.703	0.014	1.639	0.023
*Faap100* (Fanconi anemia core complex-associated protein 100)	−0.840	0.016	0.839	0.045
*Fbl* (fibrillarin)	0.987	0.037	−1.326	0.041
*Fhl2* (four and a half LIM domains 2)	0.990	0.010	−0.969	0.049
*Gypc* (glycophorin C)	1.380	0.001	−1.003	0.030
*Hbb* (hemoglobin subunit beta)	0.776	0.026	1.303	0.001
*Itpripl1* (inositol 1,4,5-trisphosphate receptor interacting protein-like 1)	−1.107	0.044	2.032	0.036
*LOC102556346* (angiotensin-converting enzyme-like)	−0.978	0.005	1.696	0.004
*LOC103692570* (dihydropyrimidinase-related protein 5-like)	1.387	0.019	−4.768	0.001
*Lmo4* (LIM domain only 4)	0.709	0.018	−1.197	0.002
*Man2b2* (mannosidase, alpha, class 2B, and member 2)	−0.7607	0.017	1.040	0.007
*Mex3a* (mex-3 RNA binding family member A)	1.354	0.001	−1.790	0.002
*Mvd* (mevalonate diphosphate decarboxylase)	0.742	0.031	−0.938	0.036
*Ovol2* (ovo-like zinc finger 2)	2.552	0.001	−1.630	0.032
*Shox2* (short stature homeobox 2)	−3.674	0.012	5.274	0.001
*Slc25a22* (solute carrier family 25 member 22)	1.588	0.024	−2.363	0.015
*Sox11* (SRY box 11)	2.712	0.027	−3.280	0.040
*Wdr54* (WD repeat domain 54)	0.931	0.020	−1.067	0.029

### GO and KEGG Enrichment Analysis

GO analysis and KEGG enrichment analysis were conducted to explore the biological functions of the DEGs. In the GO analysis, the number of DEGs annotated to GO functions was identified, and the enrichment of GO functional significance was covered. Between the Con. and PTZ groups, 2080 GO terms were significantly enriched (Supplementary Table S4). 

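GO terms were tested with the hypergeometric probability of at least the observed number of genes, over the 14149 tested genes with an annotation in the deposited files, of which 347 were among the genes called in PTZ against Con. Of the 17100 terms, 742 had an unadjusted p-value under 0.05, and 345 of these held a single gene of the list. With Benjamini-Hochberg adjustment, 9 terms had a p-value under 0.05. The genes called with the replicate number as a block gave 812 terms with an unadjusted p-value under 0.05 and 29 with an adjusted one. The smallest p-value belonged to extracellular space, with 47 genes, 2.35-fold more than the background (hypergeometric adjusted p = 0.000685), and with the block 70 genes, 2.18-fold (adjusted p = 7.31e-06). Response to cytokine held 11 genes, 5.28-fold more, and extracellular matrix organization 11 genes, 5.22-fold more (both adjusted p = 0.0298). When the probability of more than the observed number of genes was used instead, 2021 terms had a p-value under 0.05, and 732 after adjustment. For a term with 1 gene of the list, this is the probability of at least 2 genes.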

After treatment with Q808, 1070 GO terms were significantly enriched compared with the PTZ model group without Q808 treatment (Supplementary Table S5). 

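For Q808 against PTZ, 259 called genes carried an annotation. There were 432 GO terms with an unadjusted p-value under 0.05, 225 of them with a single gene of the list, and 1 term after Benjamini-Hochberg adjustment. That term was extracellular space, with 43 genes, 2.88-fold more than the background (hypergeometric adjusted p = 5.17e-06). Insulin-like growth factor I binding followed, with 4 of its 12 tested genes (hypergeometric adjusted p = 0.414). Q808-2 had the highest choroid plexus and meninges marker lists of all libraries, at 3.96 and 2.13. Whether RNA of those tissues shares in these terms was not tested. With the probability of more than the observed number of genes, 1410 terms had a p-value under 0.05. Between both comparisons, 101 terms were shared at an unadjusted p-value under 0.05.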

For both groups, the GO term of the most genes was cellular process, cell, and binding for the biological process, cellular component, and molecular function, respectively (Figures 4A,B). The detailed information of the gene functions is shown in Supplementary Table S6, which suggests that most of the genes are correlated with neuro-apoptosis, neurogenesis, neuronal projections, and neurotransmitter regulation, such as neurotransmitter biosynthetic process, secretion, transporter activity, and receptor activity.

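Terms whose names speak of neuronal apoptosis, neurogenesis, neuron projections or neurotransmitters were collected by words, 93 terms in all. For PTZ against Con., 37 of the 347 annotated called genes (10.7%) carried at least 1 of them, against 8.9% of the background (one-sided exact hypergeometric test, p = 0.138, adjusted over 10 tests 0.23). Neuron projection terms held 28 of the genes, neurogenesis 6, neuronal apoptosis 5 and neurotransmitter terms 5. Of the genes called with the replicate number as a block, 72 of 555 (13%) carried such a term (one-sided hypergeometric, adjusted p = 0.00633). That list was added after the data were seen, and the replicate numbers join different rats. For Q808 against PTZ the share was 32 of 259 genes (12.4%), with an unadjusted hypergeometric p-value of 0.0345 and an adjusted one of 0.187. With the block, which also left out PTZ-3 there, the share was 169 of 1733 genes (9.8%), with 0.0923 and 0.185. Among the paper's own genes it was 14 of 144 (9.7%, unadjusted p = 0.4) for Q808 against PTZ and 31 of 271 (11.4%, unadjusted p = 0.0851) for PTZ against Con.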

**FIGURE 4:**
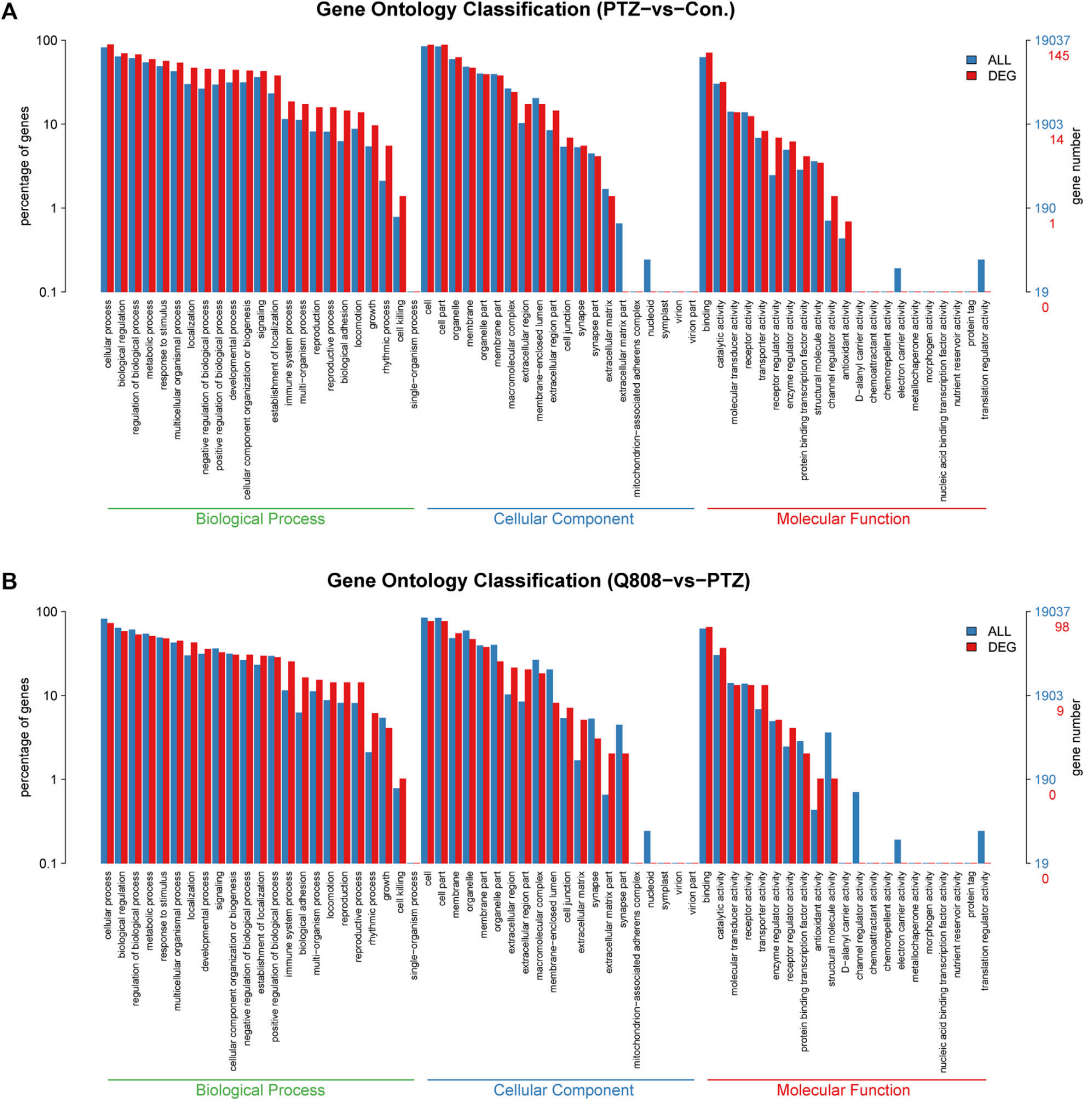
**(A)** GO classification of DEGs between PTZ and Con. groups. **(B)** GO classification of DEGs between Q808 and PTZ groups. The GO term of the most genes was cellular process, cell, and binding for the biological process, cellular component, and molecular function, respectively.

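KEGG pathways were tested in the same way, over the 5625 tested genes with a pathway annotation, of which 163 were called in PTZ against Con. and 119 in Q808 against PTZ. Of 318 pathways, 32 had an unadjusted p-value under 0.05 for PTZ against Con. and 16 for Q808 against PTZ. With Benjamini-Hochberg adjustment 1 and 0 remained below 0.05. With the replicate number as a block, PTZ against Con. had 27 at an unadjusted p-value under 0.05 and 1 after adjustment. Cytokine-cytokine receptor interaction was that pathway without the block, with 14 genes, 3.14-fold more than the background (hypergeometric adjusted p = 0.0417), and transcriptional misregulation in cancers with it, with 17 genes (adjusted p = 0.0265). The probability of more than the observed number of genes gave 60 and 45 pathways at an unadjusted p-value under 0.05, and 12 and 1 after adjustment.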

In KEGG pathway analysis between the PTZ and Con. groups, Q808 and PTZ groups revealed 35 and 33 pathways, respectively (Supplementary Table S7; Supplementary Figures S1, S2). 

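At an unadjusted p-value under 0.05 in both comparisons there were 5 pathways here, and 2 of them belong to Table 3. With the genes called under the replicate block there were 11, with 1 in Table 3. Of the pathways of Table 3, 5 had an unadjusted p-value under 0.05 for PTZ against Con. and 4 for Q808 against PTZ, and none had one after Benjamini-Hochberg adjustment over all pathways. Called genes were found in 20 of the pathways of Table 3 for PTZ against Con. and in 19 for Q808 against PTZ. Of the pathways on glycine, serine and threonine, on ether lipids, on the renin-angiotensin system, on renin secretion and on malaria, 2 of 5 had an unadjusted p-value under 0.05 for PTZ against Con. and 1 of 5 for Q808 against PTZ. Malaria was the smallest of these for PTZ against Con., with 6 genes, 6.09-fold more than the background (hypergeometric adjusted p = 0.0589), and ether lipid metabolism had an adjusted p of 0.325. For Q808 against PTZ, malaria had an adjusted p of 0.905.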

After comprehensive analysis across the three groups, 21 significantly enriched signaling pathways were identified (Table 3), five of which, including glycine, serine, and threonine metabolism; ether lipid metabolism; renin–angiotensin system; renin secretion; and malaria pathways, were associated with hub genes and were regarded as hub pathways. The hub genes on these hub pathways were *Ace*, *Alas2*, *Enpp2*, *Gypc*, and *Hbb*.

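By the deposited pathway annotation, *Alas2* belongs to glycine, serine and threonine metabolism, *Enpp2* to ether lipid metabolism, *Ace* to both renin pathways, and *Gypc* and *Hbb* to malaria. Of the 23 hub genes, 11 carry a KEGG annotation. *Enpp2* (GeneID 84050) measured 140.0 ± 29.1 FPKM (SD, n = 3) in the Con. group, 85.3 ± 26.7 FPKM (SD, n = 3) in the PTZ group and 280.0 ± 163 FPKM (SD, n = 2) in the Q808 group. Its log2 fold change was -0.74 (standard error 0.26, unadjusted limma p = 0.025, two-sided exact permutation p = 0.2) for PTZ against Con., with 1.63 (standard error 0.43, unadjusted limma p = 0.00836, exact p = 0.1) for Q808 against PTZ, and between Con.-3 and PTZ-3 it was 0.08. *Gypc* (GeneID 364837) rose by 1.21 in PTZ against Con. and changed by -0.80 in Q808 against PTZ, which was not called. With the means of the lists of striatum and choroid plexus marker genes as covariates, *Enpp2* was no longer called in both comparisons. With all 3 groups in a fit and no covariates it was not called in both either.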

**TABLE 3:** Twenty-one hub pathways across the three groups.

Term	ID	PTZ vs. Con.		Q808 vs. PTZ	
		*p*-value	Enrichment score	*p*-value	Enrichment score
VEGF signaling pathway	rno04370	0.002	5.985	0.032	3.581
Basal cell carcinoma	rno05217	0.002	5.593	0.036	3.346
Ether lipid metabolism	rno00565	0.008	4.944	0.021	4.437
Malaria	rno05144	0.012	4.135	0.000	14.844
Toxoplasmosis	rno05145	0.015	3.130	0.016	3.745
Graft-versus-host disease	rno05332	0.019	3.499	0.040	3.140
Amphetamine addiction	rno05031	0.020	3.446	0.041	3.092
Leishmaniasis	rno05140	0.021	3.394	0.042	3.046
Renin secretion	rno04924	0.022	3.345	0.044	3.002
Allograft rejection	rno05330	0.022	3.345	0.044	3.002
Asthma	rno05310	0.023	4.212	0.008	7.559
Bile secretion	rno04976	0.024	3.203	0.047	2.875
Focal adhesion	rno04510	0.029	2.309	0.003	4.144
Human papillomavirus infection	rno05165	0.030	2.001	0.006	2.993
Rheumatoid arthritis	rno05323	0.037	2.707	0.008	4.860
Fluid shear stress and atherosclerosis	rno05418	0.038	2.353	0.034	2.815
Renin–angiotensin system	rno04614	0.040	3.159	0.013	5.670
Viral myocarditis	rno05416	0.042	2.584	0.009	4.639
GnRH signaling pathway	rno04912	0.043	2.555	0.009	4.587
Glycine, serine, and threonine metabolism	rno00260	0.044	2.992	0.015	5.371
Bladder cancer	rno05219	0.048	2.843	0.016	5.103

### Validation of Candidate DEGs

qRT-PCR was conducted to verify the expression profiles obtained from RNA-seq and DEG analyses (Figure 5). We found that the expression levels of *Ace*, *Col18a1*, *Enpp2*, and *Man2b2* down-regulated significantly in the PTZ model compared with the Con. group. The mRNA expression levels of *Alsa2*, *Doc2a*, *Fh12*, *Gypc*, *Hbb*, *Mex3a*, *Mvd*, *Slc25a22*, and *Sox 11* were significantly up-regulated in the PTZ group compared with the Con. group. After Q808 treatment, the mRNA level of *Ace*, *Ccdc88b*, *Col18a1*, *Enpp2*, *Man2b2*, and *Shox2* increased by > 5-fold; the gene expression of *Alas2*, *Faap100*, *Itpripl1*, *Lmo4*, and *Wdr54* increased by one- to threefold; the expression of *Doc2a*, *Fbl*, *Fhl2*, *Gypc*, *Mex3a*, *Mvd*, *Ovol2*, *Slc25a22*, and *Sox11* remarkably decreased. 

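*Lmo4* (GeneID 362051) measured 75.6 ± 15.3 FPKM (SD, n = 3) in the Con. group, 120 ± 7.63 FPKM (SD, n = 3) in the PTZ group and 56.3 ± 25.4 FPKM (SD, n = 2) in the Q808 group. Its log2 fold change from Con. to PTZ was 0.69 (standard error 0.17, unadjusted p = 0.00529, limma adjusted p = 0.999 and from 0.0763 to 1 over its alternatives), 0.46 within the set of 5 libraries and 1.15 within the set of 3, and 0.0078 was its unadjusted p-value with the replicate number as a block. Without Con.-3 the change fell under 1.5-fold. *Ovol2* (GeneID 296201) measured 0.262 ± 0.0628 FPKM (SD, n = 3) in the Con. group and 1.47 ± 0.547 FPKM (SD, n = 3) in the PTZ group, a log2 fold change of 2.08 (standard error 0.36, unadjusted limma p = 0.000671, with the block 0.000695, two-sided exact permutation p = 0.1). With a pseudocount of 1 in place of 0.1 it was 0.95. Both genes were higher in each PTZ library than in each Con. library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow).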

Based on the RNA-seq results between the PTZ and Con. groups, the expression levels of *Lmo4* and *Ovol2* were significantly increased. However, when analyzing the qPCR results, no significant changes were observed. Furthermore, we found opposite changes in the qRT-PCR results compared with the RNA-seq results of the gene expression of *Faap100* between the PTZ and Con. groups and *Fbl*, *Lmo4*, and *Wdr54* between the PTZ and Q808 groups. The expression of *LOC102556346* and *LOC103692570* could not be determined because of the limited information of primers.

**FIGURE 5:**
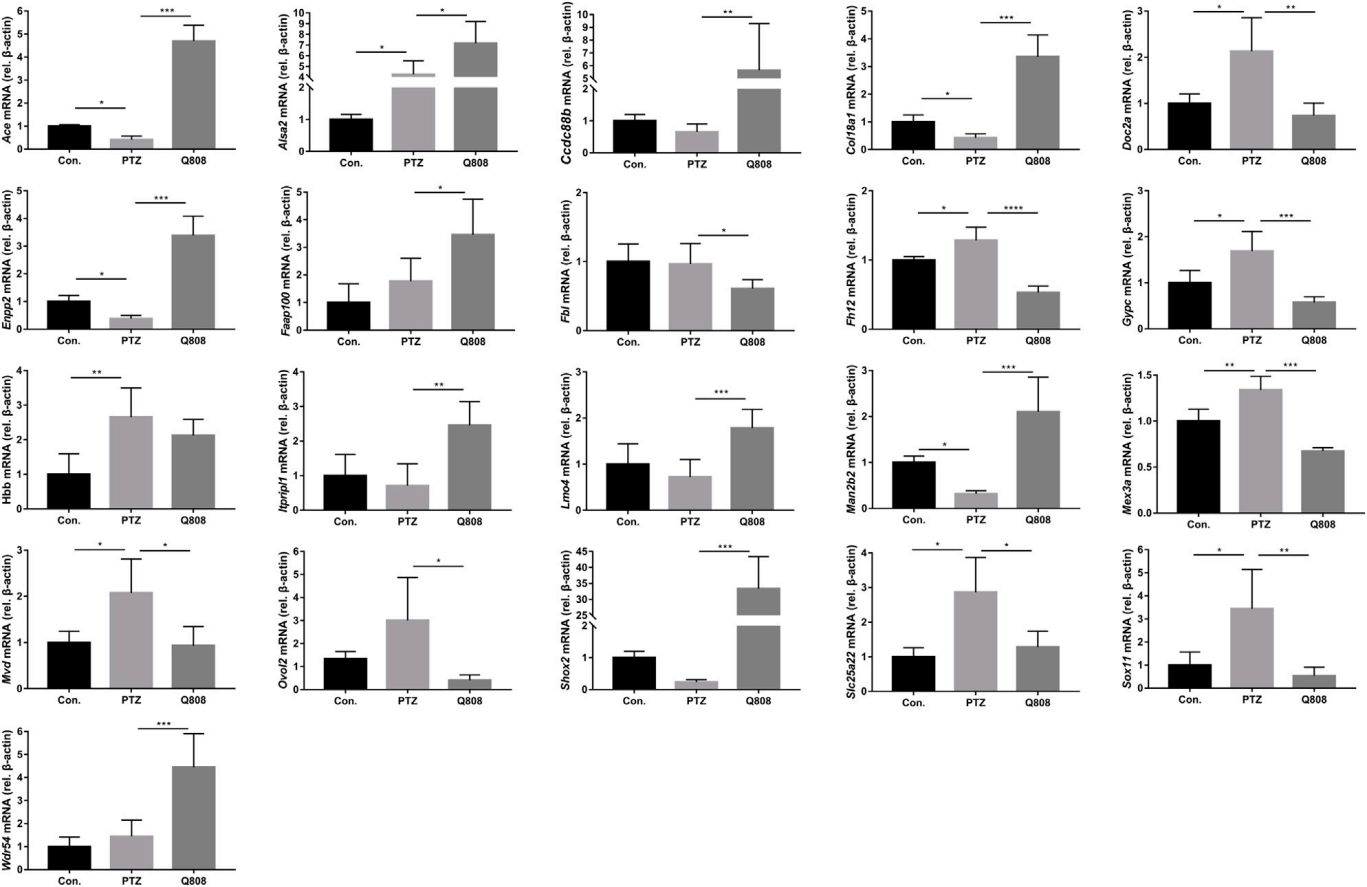
Altered gene expression in the hippocampus. Differentially expressed mRNAs which were identified in the RNA-seq data were further validated by qRT-PCR according to the fold-changes of qRT-PCR (2^−ΔΔCt^). *p < 0.05, **p < 0.01, and ***p < 0.001. Data are expressed as mean ± SD and analyzed using one-way ANOVA followed by Tukey’s test (*n* = 5).

### Expression Level of GABA-Related Protein

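*Ace* (GeneID 24310) measured 6.24, 8.34 and 15.5 FPKM in the Con. libraries, 3.81, 3.60 and 6.13 FPKM in the PTZ libraries and 11.5 and 24.5 FPKM in the Q808 libraries. The group means were 10.0 ± 4.88 FPKM (SD, n = 3), 4.51 ± 1.41 FPKM (SD, n = 3) and 18 ± 9.25 FPKM (SD, n = 2). From Con. to PTZ, the log2 fold change was -1.07 (standard error 0.37, unadjusted limma p = 0.0234, two-sided exact permutation p = 0.1), and 0.00163 was the unadjusted limma p-value with the replicate number as a block. The limma adjusted p-value was 0.999, and from 0.109 to 1 over its alternatives. Within the set of 5 libraries the change was -0.94 and within the set of 3 it was -1.33. Leaving out 1 library at a time gave -1.36 to -0.71, and the gene was no longer called without Con.-3, PTZ-1 or PTZ-2. From PTZ to Q808, the log2 fold change was 1.91 (standard error 0.40, unadjusted limma p = 0.00283, adjusted 0.952, two-sided exact permutation p = 0.1), 2.7 in the set of 5 libraries and 0.89 in the set of 3. Between the Q808 and Con. groups the gene was not called (log2 fold change 0.84, unadjusted limma p = 0.142, two-sided exact permutation p = 0.3), with 1.75 in the set of 5 and -0.44 in the set of 3. It was called without Con.-3 (a limma p-value of 0.0342) and with the replicate number as a block (a limma p-value of 0.00547). The block fit also left out Con.-3, since the Q808 group has no replicate 3. A gene named angiotensin-converting enzyme-like, *LOC102556346*, had log2 fold changes of -1.07 and 1.79 in the first 2 comparisons. Whether it shares reads with *Ace* was not analysed here, so the FPKM of both are uncertain here. Each PTZ library was below each Con. and Q808 library in *Ace* (two-sided exact permutation test, p = 0.1, the smallest that these numbers of libraries allow). A list of 18 marker genes of the choroid plexus, a neighbouring tissue, had a mean log2 difference of -0.84 from Con. to PTZ (two-sided exact permutation test, p = 0.4), -2.07 in the set of 5 and 1.62 in the set of 3. With the means of the striatum and choroid plexus lists as covariates, *Ace* was no longer called in both comparisons.

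**Figure D2:**
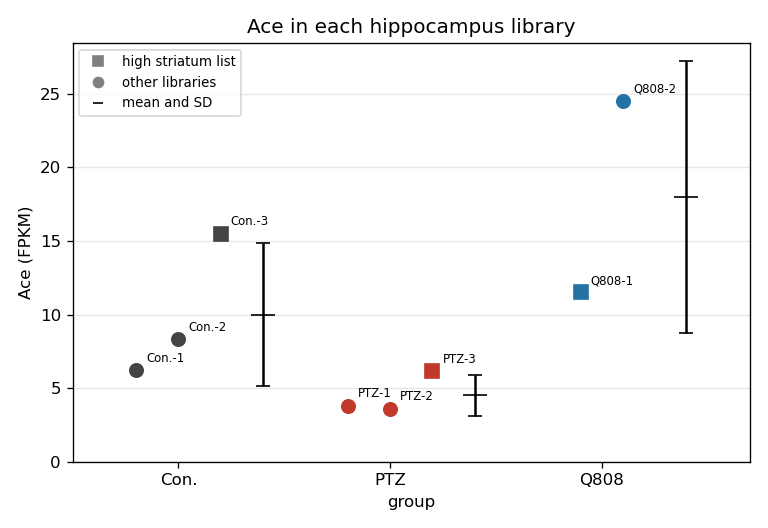
FPKM of *Ace* (vertical axis) in each hippocampus library of the Con., PTZ and Q808 groups (horizontal axis). Each symbol is 1 library, squares mark the 3 libraries with high striatum markers and circles the other 5, and black bars give the mean and SD. The PTZ libraries lie between 3.60 and 6.13 FPKM and the Con. libraries between 6.24 and 15.5 FPKM.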

According to the RNA-seq results and previous literature, one gene, namely, *Ace*, related to GABA release was identified, and the protein level was analyzed by Western blot (Figure 6). When compared with the Con. group, the expression levels of ACE in the PTZ group were significantly decreased (*p* < 0.05). Following Q808 treatment, the expression of ACE in the hippocampus significantly increased compared with that of the PTZ group (*p* < 0.05). The trend of ACE protein expression change was similar to the level of *Ace* mRNA expression.

**FIGURE 6:**
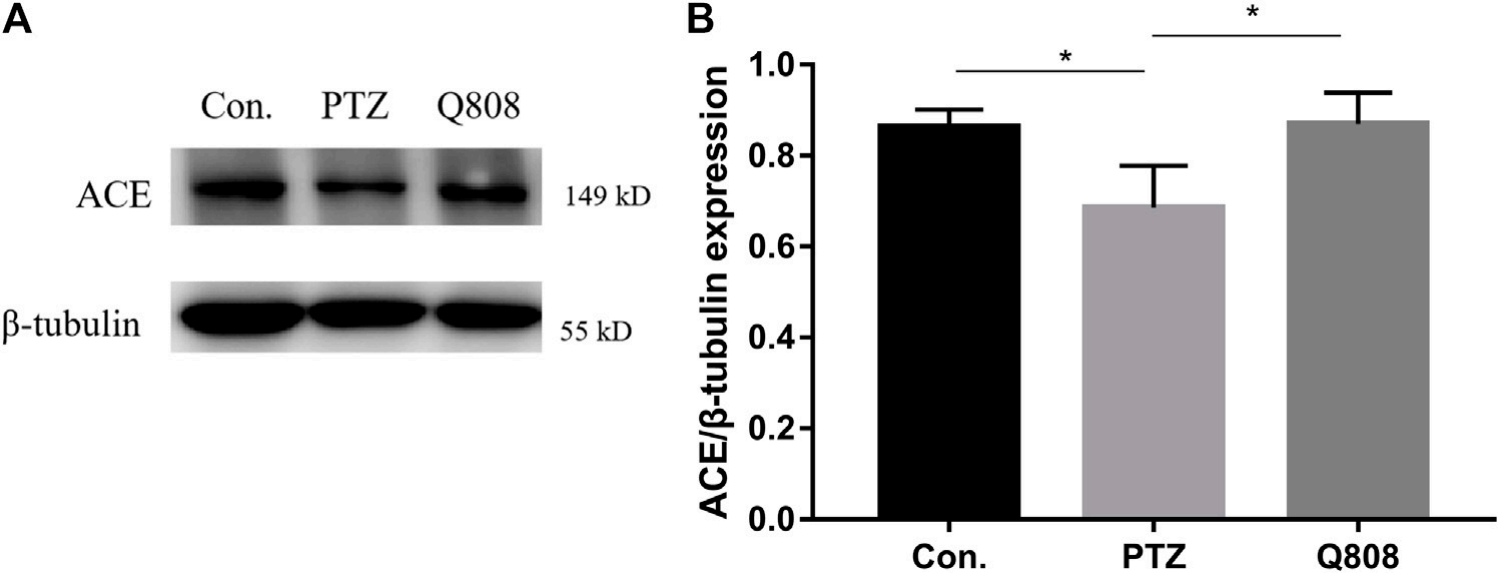
The protein levels of ACE in the hippocampus of rats were determined by Western blot analysis. **(A)** Representative Western blot bands of ACE. **(B)** Quantitative analysis of ACE. β-Tubulin was used as the internal control. *p < 0.05. Data are expressed as mean ± SD and analyzed using one-way ANOVA followed by Tukey’s test (*n* = 3).

## Discussion

This study showed the RNA-seq transcriptomic profile of the chronic PTZ-kindled seizure model in rats, which identified key transcriptomic signatures in PTZ-kindled seizure. When comparing Con. with the PTZ group, RNA-seq analysis of the hippocampal tissues identified 289 DEGs and revealed their functional enrichment. Experimental modeling and clinical studies have shown that seizures can cause neuronal death in the brain, and such brain injury may contribute to epileptogenesis (Henshall and Simon, 2005). 

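Of *Ccl2*, *Kcnip3*, *Hmox1*, *Rras2*, *Grm8*, *Serpinf1* and *Fbxw7*, all but *Grm8* were called here as higher in the PTZ than in the Con. group. *Ccl2* (GeneID 24770) was listed at 0 FPKM in Con.-1 and Con.-2 and at 0.0908 FPKM in Con.-3, and at 0.916, 0.892 and 0.105 FPKM in the PTZ libraries, a log2 fold change of 2.25 (standard error 0.70, unadjusted limma p = 0.0143, two-sided exact permutation p = 0.1). Between Con.-3 and PTZ-3 it was 0.11. *Kcnip3* (GeneID 65199) rose from 22.0 ± 4.32 to 33.8 ± 2.98 FPKM (SD, n = 3 each), a log2 fold change of 0.63 with a limma p-value of 0.00851. *Fbxw7* (GeneID 100360914) rose from 12.5 ± 1.51 to 22.6 ± 5.77 FPKM (SD, n = 3 each), a log2 fold change of 0.83 with a limma p-value of 0.0068, and *Serpinf1* (GeneID 287526) by 0.75. *Hmox1* (GeneID 24451) and *Rras2* (GeneID 365355) rose by 0.73 and 0.72, with overlapping libraries of both groups, and each was no longer called in 4 of the 6 fits that left out 1 library. *Grm8* (GeneID 60590) measured 1.23 ± 0.705 FPKM in the Con. group and 2.02 ± 0.266 FPKM in the PTZ group (SD, n = 3 each), a log2 fold change of 0.81 (standard error 0.43, unadjusted limma p = 0.102, two-sided exact permutation p = 0.2), and 0.0467 was its p-value with the replicate number as a block. The adjusted limma p-value with Benjamini-Hochberg adjustment was 0.999 for each of the 7 genes. Over the alternatives, which include settings chosen after the data were seen, its lowest value was 0.0278 for *Ccl2* and 0.0441 for *Fbxw7*. For the others it stayed above 0.05. Two-sided exact permutation tests gave p = 0.1 for *Kcnip3*, *Fbxw7* and *Serpinf1*, and 0.2 for *Hmox1* and *Rras2*, where 0.1 is the smallest possible.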

After analysis of DEGs and their GO term, we identified some DEGs, such as *Bad*, *Ccl2*, *Kcnip3*, *Hmox1*, *Rras2*, *Grm8*, *Serpinf1*, and *Fbxw7*, which were associated with the cellular process such as regulation of neuronal apoptosis. Some of these genes have been reported, while some are not. 

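*Bad* (GeneID 64639) measured 3.65, 4.10 and 3.99 FPKM in the Con. libraries and 27.6, 24.1 and 17 FPKM in the PTZ libraries. The means were 3.91 ± 0.234 FPKM (SD, n = 3) and 22.9 ± 5.37 FPKM (SD, n = 3), a ratio of 5.85. The log2 fold change was 2.49 (standard error 0.21, limma unadjusted p = 5.84e-06), 2.7 within the set of 5 libraries and 2.07 within the set of 3, and it stayed between 2.34 and 2.69 with 1 library left out at a time (two-sided exact permutation p = 0.1, the smallest possible). Its Benjamini-Hochberg adjusted p-value in limma was 0.0911, and from 0.00569 to 1 over its alternatives, lowest without Con.-3 and PTZ-3. The unadjusted limma p-value with the replicate number as a block was 1.95e-05. In the Q808 group it measured 17.6 and 30.0 FPKM, a mean of 23.8 ± 8.79 FPKM (SD, n = 2), which overlapped the PTZ libraries.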

Based on previous studies, *Bad* (*Bcl2*-associated agonist of cell death), an essential component of mitochondrial-dependent apoptosis, which increased sixfold in the PTZ group, has been reported in epilepsy by regulating cell death (Lu et al., 2021). The *Grm8* (glutamate metabotropic receptor 8) agonist has anti-convulsant activities, and it is recognized as a potential target for novel AEDs (Chapman et al., 1999). Considering that the mechanisms for neuro-apoptosis are not fully clarified and its important role in epileptogenesis, other genes identified in our study related to apoptosis may provide a new insight.

Apart from neuro-apoptosis, increased neurogenesis and neuronal projections were observed in seizures, and reducing epileptic neurogenesis and excessive projections could serve as a therapeutic approach to limit the occurrence of seizures and progression of epilepsy (Mo et al., 2019). Based on our RNA-seq results, some of DEGs with GO terms including neurogenesis and neuronal projections have been reported to be associated with epilepsy. For example, increased *Ace* (Almeida et al., 2012), *EphA10* (Xia et al., 2013), *Limk1* (Jiang et al., 2020), and *Sgk1* (Armas-Capote et al., 19912020) were associated with the seizure susceptibility. These genes were also significantly altered in our RNA-seq analysis, which could verify the accuracy of our sequencing results to a certain extent. 

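*Ace* was lower in the PTZ than in the Con. group, while *Epha10*, *Limk1* and *Sgk1* were higher. *Epha10* (GeneID 298528) rose from 3.59 ± 1.13 to 5.81 ± 1.24 FPKM (SD, n = 3 each), a log2 fold change of 0.70 with a limma p-value of 0.0441, and with overlapping libraries. It was not called with the replicate number as a block, with a limma p-value of 0.0648, nor with a pseudocount of 1, all genes, all 3 groups in a fit, quantile normalization or median ratio scaling. *Limk1* (GeneID 65172) rose from 15.6 ± 1.25 to 24.1 ± 5.79 FPKM (SD, n = 3 each), a log2 fold change of 0.60 (unadjusted limma p-value of 0.0215, with the block 0.024), and it was under 1.5-fold with a pseudocount of 1. *Sgk1* (GeneID 29517) rose from 48.1 ± 8.27 to 74.7 ± 17.8 FPKM (SD, n = 3 each), a log2 fold change of 0.62 (unadjusted limma p-value of 0.0239, with the block 0.0388), with overlapping libraries, and it was not called with all 3 groups in a fit or after quantile normalization. Between Con.-3 and PTZ-3, the change was -0.12 for *Epha10*, 0.07 for *Limk1* and -0.06 for *Sgk1*, against 1.11, 0.87 and 0.95 in the other 4 libraries of these groups. Two-sided exact permutation tests gave p = 0.1 for *Limk1*, the smallest possible, and 0.2 for *Epha10* and *Sgk1*.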

We also detected a number of genes that were related to neurotransmitters between the PTZ and Con. groups. Imbalance of excitatory and inhibitory neurotransmitters may lead to epileptic seizures (Lascano et al., 2016). Expressional alterations of receptors and ion channels activated by neurotransmitters can lead to pathogenesis of epilepsy (Akyuz et al., 2021). Based on our results, the expression levels of neurotransmitter signaling *Slc17a8*, *Stx1a*, *Th*, *Shisa8*, *Htr1f*, and *Grm8* were significantly changed in the PTZ group. 

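*Slc17a8*, *Stx1a*, *Th*, *Shisa8* and *Htr1f* were called in PTZ against Con. *Slc17a8* (GeneID 266767) fell from 3.02 ± 0.804 to 1.66 ± 0.208 FPKM (SD, n = 3 each), a log2 fold change of -0.80 with a limma p-value of 0.0201. *Htr1f* (GeneID 60448) fell from 1.50 ± 0.538 to 0.612 ± 0.0305 FPKM (SD, n = 3 each), a log2 fold change of -1.12 with a limma p-value of 0.01. *Stx1a* (GeneID 116470) rose from 36.3 ± 6.25 to 60.2 ± 11.7 FPKM (SD, n = 3 each), with a log2 fold change of 0.73 and a limma p-value of 0.00692. *Th* (GeneID 25085) was listed at 0.159, 0.604 and 0 FPKM in the Con. libraries and at 0.516, 1.11 and 1.35 FPKM in the PTZ libraries, which overlapped, with a log2 fold change of 1.96 and a limma p-value of 0.0316. *Shisa8* (GeneID 315163) rose from 0.694 ± 0.0945 to 2.58 ± 1.36 FPKM (SD, n = 3 each), with a log2 fold change of 1.60 and a limma p-value of 0.00936. By two-sided exact permutation tests, p was 0.2 for *Th* and 0.1, the smallest possible, for the other 4. All had an adjusted limma p-value of 0.999 with Benjamini-Hochberg adjustment. Over the alternatives, which include settings chosen after the data were seen, its lowest value was 0.0472 for *Shisa8* and above 0.05 for the others. With a pseudocount of 1 *Slc17a8* changed by less than 1.5-fold. *Th* was not called with a pseudocount of 0.01, nor in 4 of the 6 fits that left out 1 library, and *Grm8* was not called. With the replicate number as a block, all 6 genes were called.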

Examining the function of these genes in epilepsy could be a crucial goal to explain the disruption of the excitatory and inhibitory balance in the brain. In addition, some DEGs identified in our research have not been reported in epilepsy so far, and further research on these genes may improve the identification of novel therapeutic targets for treating PTZ-kindled seizure.

Our pathway analysis of genes between the PTZ and Con. groups showed that 59% of DEGs were linked to signal transduction pathways. During epilepsy, signal transduction mediated by several neurotransmitters, including serotonin, glutamate, and GABA, and inflammation of the central nervous system (CNS) could affect seizure severity and lead to some comorbidities such as mood disorders (Rocha et al., 2014). The comprehensive understanding of the underlying mechanisms is still in its infancy. The DEGs clustered in these pathways may provide comprehensive understanding of the underlying mechanisms.

Furthermore, we analyzed the transcriptomic profile across the three groups, namely, Con., PTZ, and Q808. Q808 is an innovative anti-convulsant chemical, which is currently under preclinical study. To date, no studies have characterized the gene expression response to Q808. After RNA-seq analysis across the three groups, 23 hub genes and 21 pathways were identified. Hierarchical clustering analysis of hub genes showed that changes in gene expression caused by PTZ can be reversed after Q808 treatment. qRT-PCR validation of hub genes generally supports the results obtained from the RNA-seq experiments. Through several literature searches, we found 10 hub genes were related to epilepsy (Table 4). Thus, it has a great possibility that Q808 exerts anti-convulsant activity by affecting these genes. Further analysis indicated that one gene, *Ace*, might be involved in modulating GABA levels in the hippocampus, and it was mediated by Q808. ACE converts angiotensin (Ang) I into Ang II and subsequently into Ang-(1–7) by ACE2 (Ramos, 19792021). Ang-(1–7)-induced GABA release in the striatum has been verified by Stragier’s team (Stragier et al., 2005). However, the effect of Ace on the GABA release in the hippocampus has not been reported. ACE is also one of the key components of the renin–angiotensin system (RAS) (Krasniqi and Daci, 2019), and the RAS is one of the hub pathways identified in this research. The RAS can modulate different neurotransmitter systems, thereby controlling the excitability of the brain (Albrecht et al., 1997). Considering that Q808 can increase the level of GABA (Li et al., 2017), ACE or RAS might be one of the targets of Q808. Our future research will focus on the effect of ACE or RAS on GABAergic interneurons, especially GABA release, in the epilepsy model, and examine its molecular mechanism. In addition, evaluating the long-time safety of AEDs is of great importance (Gaitatzis and Sander, 2013). Thus, a future research study to investigate the impact of long-term treatment with Q808 on the genes and pathways in healthy animals could be an attractive study and is indispensable for Q808 clinical use.

**TABLE 4:** Hub genes related to epilepsy.

Gene	Relationship with epilepsy	References
*Ace*	Carbamazepine inhibits *Ace* and influences the pathogenesis of temporal lobe epilepsy	Almeida et al. (2012)
*Doc2a*	A novel Ca^2+^ sensor for synaptic transmission; increased in human and rat temporal lobe epilepsy	Hu et al. (2019)
*Shox2*	A transcriptional regulator of ion channels; loss of *Shox2* could alter firing frequency and thereby influence the susceptibility to seizure generation	(Yu et al., 19912021)
*Slc25a22*	Contributes to the genesis and control of myoclonic seizures	Molinari et al. (2005)
*Hbb*	Increased in cortical tissue samples from patients with mesial temporal lobe epilepsy	Guelfi et al. (2019)
*Fh12*	Associated with the *KCNE1* (minK) potassium channel; decreased in human mesial temporal lobe epilepsies	Jamali et al. (2006)
*Col18a1*	Encodes the collagen XVIII protein; inactivation of collagen XVIII results in improper neuronal cell migration	Ackley et al. (2001)
*Ovol2*	A key regulator of neural development; required for efficient migration	Mackay et al. (2006)
*Sox11*	A transcription factor; plays an important role in proliferation, maturation, and differentiation of newborn neurons	Faigle and Song (2013)
*Lmo4*	Regulates calcium-induced calcium release in central neurons and modulates synaptic plasticity in the hippocampus	Qin et al. (2012)

In summary, our study is unique as it utilizes RNA‐seq to assess the gene expression in the hippocampus among normal control rats, chronic PTZ-kindled seizure rats, and PTZ model rats after treatment with Q808. The transcriptomic changes influenced by Q808 in the hippocampus are evident. 23 hub genes and 21 hub pathways across the three groups are identified, which confirmed prior studies and provided additional potential mechanisms of epileptogenesis and therapeutic targets for Q808.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189785.

How the deposited data were processed for this re-analysis (not part of the article)

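Hippocampal RNA of 3 Con., 3 PTZ and 2 Q808 rats was measured by RNA sequencing, with 1 library per rat. Before deposit, the authors trimmed the reads with Trimmomatic, mapped them, and computed the deposited FPKM per gene with Cufflinks, for 22601 genes in each library. The paper's text names no aligner, genome build or version. The deposited values also carry the authors' GO and KEGG annotation of each gene. The authors' HTSeq read counts, which the paper tested with DESeq, and the raw reads were not used here. Depth was taken from Supplementary Table S1, which lists 39233695 to 48041608 mapped reads per library, 97.53% to 97.82% of all reads. Since the deposited values are FPKM, counting error could not be computed, and the precision of each value is given by the spread between rats alone.

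Groups were taken from the labels of the libraries. The supplement names its columns by animal, and the FPKM of the listed genes were equal to the deposited ones for all libraries. Genes were listed by NCBI GeneID. Symbols came from the RefSeq gene table of the GRCr8 assembly for 20633 genes, used for names only, and from the supplement for 19 more, and 1949 genes kept their GeneID. Spearman correlations between libraries lay between 0.966 and 0.986.

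Tests ran in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The 15593 genes with a mean FPKM of at least 0.1 over the 8 libraries were tested on log2(FPKM + 0.1), with each comparison fitted on its own 2 groups by limma's empirical Bayes with a trend. A gene was called at an unadjusted p-value under 0.05 and more than 1.5-fold change, and Benjamini-Hochberg adjusted p-values are given beside it. The paper's methods set limits of 1.5 and 0.67 on the log2 of the fold change, which were read here as limits on the fold change itself, since the smallest absolute log2 fold change among the DEGs of Supplementary Tables S2 and S3 is 0.594. Genes called in both PTZ against Con. and Q808 against PTZ were counted as hub genes. Single values of few libraries were compared by two-sided exact permutation tests. Enrichment used the hypergeometric probability of at least the observed number of genes, over the tested genes with an annotation, with Benjamini-Hochberg adjustment over all terms of the background.

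Genes named in the text were the 23 hub genes of Table 2, the genes that the discussion names as changed in these data, the 5 genes per comparison with the smallest p-values among called genes whose groups did not overlap, and the genes of the marker lists. The marker lists, the designs, the distance ratio and the correlation without shared libraries, and the alternatives that are not described as added, were fixed before the data were examined. The 11 marker lists that could be measured were averaged on the log2 scale after leaving out the genes of Supplementary Tables S2 and S3, and *Xist* was not among the genes. The division into 3 and 5 libraries was made from the striatum list after its values were seen. A correlation of the marker lists with *Ace*, *Enpp2* and *Shox2* across libraries was planned, but it cannot be tested because the libraries fall into sets of 5 and 3.

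The alternatives were pseudocounts of 1 and 0.01, all genes with any value above 0, a mean FPKM of at least 1, all 3 groups in a fit, limma without the trend, quantile normalization, median ratio scaling, the replicate number as a block, a 2-fold threshold, groups that do not overlap as well, and each library left out in turn. Replicate numbers pair libraries of different rats by the numbers in the labels alone. The supplement's animal numbers equal them in the Con. group and for Q808-1, and differ in the PTZ group and for Q808-2. As the Q808 group has no replicate 3, each block fit with that group also left out PTZ-3 or Con.-3. The division by striatum markers and the striatum and choroid plexus list means as covariates, the enrichment of the genes called with the replicate block, that of the paper's own genes, the fit without the 3 libraries, the erythroid list without *Hbe1* and the KEGG settings were added after the data were seen.

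The limma procedure was tested on simulated data with 200 changed genes, and 165, 162 and 171 of them were called in PTZ against Con., Q808 against PTZ and Q808 against Con. at the measured spread between libraries. At the same spread, 497, 622 and 544 unchanged genes were called as well, so that most calls in the simulation were false, and with adjusted p-values under 0.05 there were 60, 34 and 46 changed and 1, 2 and 0 unchanged genes. With a smaller simulated spread 200, 197 and 200 changed and 41, 42 and 47 unchanged genes were called. The enrichment test found 100 of 100 planted terms, and over 20 random lists of 300 genes it gave a median of 342.5 terms at an unadjusted p-value under 0.05 and 0 after adjustment. The correlation without shared libraries was -0.007 with no simulated effect and -0.451 with a planted reversal. The simulated noise was independent between genes, unlike the data, where 1 principal component held 51.2% of the variance. These 2 values therefore do not show how far the measured correlation can move without a reversal. The qRT-PCR, Western blot and behavioral data were not analysed here.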

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

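The tests of explanations in this part were chosen after the results were seen. Of 55 values of 11 marker lists in the PTZ and Q808 libraries, 20 lay above the highest Con. library, and 5 by more than 1 on the log2 scale. That margin was chosen after the values were seen. The paper does not report these lists. With 3 Con. libraries, the value of a further library lies above all of them in 25% of cases when nothing differs.

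The choroid plexus list was 3.96 in Q808-2 against at most 2.73 in the Con. libraries, and the meninges list was 2.13 in the same library against at most 1.04. A candidate explanation is RNA of both tissues in 1 dissection, as the meninges were removed and the choroid plexus lies beside the hippocampus. The test was whether the other Q808 library was also higher than the Con. library of its own set. Q808-1 was above Con.-3 by 0.76 on the choroid plexus list and 1.02 on the meninges list, and Q808-2 was above Con.-1 and Con.-2 by 1.34 and 1.29 on average. An effect of Q808, RNA of both tissues and a difference between rats cannot be told apart, since PTZ-3 was above Q808-1 on both lists and the set of 3 has 1 library per group. Depth was not extreme in Q808-2, with 43746661 mapped reads against 39233695 to 48041608 in all libraries.

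The erythroid list was 2.96 in PTZ-1 and 2.93 in Q808-1 against at most 1.77 in the Con. libraries. Blood left in the tissue may be the source, and the list without the paper's DEGs was 1.19 higher in the PTZ than in the Con. group and 1.43 higher in the Q808 than in the Con. group (two-sided exact permutation test, p = 0.1 for each, the smallest possible, and Benjamini-Hochberg adjusted over 33 tests 0.962), with every PTZ and Q808 library above every Con. library. With a pseudocount of 1 the PTZ difference was 0.66 and the libraries overlapped. *Hbe1* was listed at 0 in the Con. libraries and at 22.5 FPKM in PTZ-1. Without *Hbe1*, a choice made after the values were seen, the PTZ difference was 0.66 (exact permutation p = 0.2). PTZ-1 was then 2.7, PTZ-2 2.25 and PTZ-3 3.08, against 2.62 in Con.-1, the highest Con. library. The Q808 difference was 1.34 (exact p = 0.2), with both libraries above the Con. libraries. *Hba-a1* measured 556 FPKM in PTZ-1, 350 FPKM in PTZ-2 and 653 FPKM in PTZ-3 against 500 FPKM in Con.-1. The high list of PTZ-1 therefore rests mostly on *Hbe1*. Of the globins that more blood would raise, *Hbb-b1* was lower in PTZ-1 than in Con.-1, at 29.7 against 43.5 FPKM. *Hbb*, which was left out of the list, was higher, at 313 against 213 FPKM, so that more blood in PTZ-1 was not excluded. In Q808-1 *Hba-a1* measured 1350 FPKM, and there blood and a higher erythroid expression in the tissue cannot be told apart. *Alas2* and *Hbb* are hub genes of Table 2 that rose in both comparisons.

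The immediate early gene list was 5.78 in PTZ-2 against at most 4.43 in the Con. libraries. The PTZ and Q808 rats received a PTZ injection before tissue collection, and an acute response to it may have raised these genes. Over the groups the PTZ list was higher by 1.13 with an exact permutation p of 0.2, 2.22 within the set of 5 libraries and -1.06 within the set of 3. In the Q808 libraries, which had the same injection, it was 4.14 and 4.02, within the range of the Con. libraries, of which Con.-3 was the highest. Within the set of 5, Q808-2 was 0.99 above the Con. libraries, and within the set of 3 Q808-1 differed by -0.29. An acute response, a response to handling and a difference between rats remain.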

How the results depend on the processing

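The striatum covariate, the striatum and choroid plexus list means as covariates, the GO terms of the genes called with the replicate block, the fits without the 3 libraries with high striatum markers, the erythroid list without *Hbe1* and the KEGG settings were chosen after the results were seen. Beside the leaving out of replicates, 62 results of the comparisons stayed within 1.5 times, within the replicate spread or on their side of the threshold, and 36 moved. The causes of the moves were not tested unless stated. Of the fits that each left out 1 replicate, 31 stayed, 14 moved and 3 reversed.

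For PTZ against Con., 395 genes were called. With a pseudocount of 1 there were 219, with the striatum division as a covariate 669, without the 3 libraries 1530 (of which 307 were among the 395), at 2-fold 191, at a Benjamini-Hochberg adjusted limma p-value under 0.05 there were 0 (589 at an unadjusted one), and leaving out a replicate gave 249 to 1135. For Q808 against PTZ, with 300 genes, a mean FPKM of at least 1 gave 193, the covariate 590, 2-fold 183, the adjusted p-value 0 (341 unadjusted), and leaving out a PTZ replicate 132 to 1569. For Q808 against Con., with 540 genes, a pseudocount of 1 gave 340, the covariate 1019, 2-fold 257, the adjusted p-value 1 (667 unadjusted), and leaving out a Con. replicate 279 to 704. Leaving out a Q808 replicate leaves 1 library, so no count of genes or hub genes was made. The planned correlation of the marker lists with *Ace*, *Enpp2* and *Shox2* across libraries was not run, since the libraries fall into sets of 5 and 3. The share of genes higher in Q808 against PTZ was 70.7% (212 to 88), 47.8% after quantile normalization (130 to 142) and 65.1% after median ratio scaling, and in Q808 against Con. 88.7% (479 to 61), 64.2% (283 to 158) and 80.2%.

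With the replicate number as a block, 616, 1866 and 1068 genes were called in PTZ against Con., Q808 against PTZ and Q808 against Con., sharing 364, 245 and 355 with the genes called without it, and 209 hub genes. The correlation of same-numbered libraries was 0.311 for PTZ against Con., 0.014 for Q808 against PTZ and 0.074 for Q808 against Con., and that of the difference between replicates 1 and 2 was 0.066, 0.064 and 0.098, so that the first value mostly follows Con.-3 and PTZ-3. The numbers join different rats and do not pair them. The block fits with the Q808 group used replicates 1 and 2 only, without PTZ-3 or Con.-3. GO terms at an adjusted p-value under 0.05 numbered 29 and 10 with the block, and KEGG pathways 1 and 0.

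Hub genes numbered 55. With a pseudocount of 1 there were 32, with a mean FPKM of at least 1 there were 34, with the striatum covariate 128, at an adjusted p-value 0, at 2-fold 31, and with a replicate left out 29 to 520. Of the 23 genes of Table 2, 19 were among them, and 7 to 18 with a replicate left out. All 23 kept both signs with the striatum division, and with the striatum and choroid plexus list means, as covariates. The distance ratio on the 23 genes was 0.571, 0.399 with 1 minus the Pearson correlation as distance, and 0.531 to 0.607 with a replicate left out. On the genes outside the DEGs it was 0.973, and 0.915 to 1.05 with a replicate left out, and it passed 1 without Con. replicate 1 (1.003), PTZ replicate 2 (1.05) and Q808 replicate 2 (1.011). The correlation without shared libraries was -0.056, and -0.55 to 0.337 with a replicate left out. It was -0.508 without the 3 libraries.

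GO terms at an adjusted p-value under 0.05 numbered 9 and 1 for the PTZ against Con. and Q808 against PTZ comparisons. Terms with at least 3 genes gave 154 and 54, the probability of more than the observed number of genes 732 and 443, and the striatum covariate 29 and 12. KEGG pathways numbered 1 and 0. For PTZ against Con., terms with at least 3 genes gave 7, the probability of more than the observed number 12 and the covariate 2, and for Q808 against PTZ the last 2 settings gave 1 and 2.

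Of the named genes, for PTZ against Con. 416 of 456 results under the alternatives stayed on their side of the threshold with their direction, 26 became weaker, 14 stronger and 0 reversed. For Q808 against PTZ 252 of 266 stayed, 7 became weaker and 7 stronger. For Q808 against Con., 212 of 226 stayed, 8 became stronger and 6 reversed. These were *Faap100* (-0.11) and *Fhl2* (-0.01) after quantile normalization, and *Doc2a* (-0.02), *Faap100* (-0.03), *Sox11* (0.19) and *Wdr54* (0.23) with the replicate block. With a replicate left out, 184 of 252 results stayed for PTZ against Con., 63 became weaker and 5 stronger, and 105 of 135 stayed for Q808 against PTZ, 13 became weaker, 1 stronger and 16, without a p-value, moved by more than the standard error. For Q808 against Con. 84 of 115 stayed, 3 became stronger, 17 moved and 11 reversed. The ranges in that comparison were -0.27 to 0.23 for *Wdr54*, -0.25 to 0.45 for *Doc2a*, -0.03 to 0.13 for *Faap100*, -0.76 to 0.19 for *Sox11*, -0.02 to 0.56 for *Ccdc88b*, -0.32 to 0.06 for *Mvd* and -0.07 to 0.22 for *Fhl2*. Of 69 marker list results 2 reversed, the meninges list for PTZ against Con., from 0.00 to 0.05 with a pseudocount of 1 and 0.06 after quantile normalization. FPKM carry no counts, so depth limits the genes at low FPKM, whose log2 change depended on the pseudocount.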

Differences from the paper's values

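The paper's 82 down-regulated DEGs in PTZ against Con. stand beside 131 here. Of the alternatives set before the data were examined, a mean FPKM of at least 1 (95), leaving out Con. replicate 2 (106), PTZ replicate 1 (97) or PTZ replicate 2 (69), and groups that do not overlap (115) closed the gap and the other 13 did not. For the paper's 152 DEGs in Q808 against PTZ there were 300, and pseudocount 1 (218), a mean FPKM of at least 1 (193), leaving out PTZ replicate 1 (132) or PTZ replicate 2 (149), and 2-fold (183) closed the gap and 10 others did not. For the paper's 113 up-regulated among them there were 212. Pseudocount 1 (152), a mean FPKM of at least 1 (136), quantile normalization (130), leaving out PTZ replicate 2 (93) and 2-fold (135) closed the gap and 10 did not. For the paper's 39 down-regulated there were 88, and a mean FPKM of at least 1 (57), leaving out PTZ replicate 2 (56) and 2-fold (48) closed the gap and 12 did not.

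The paper's 23 hub genes stand beside 55. Pseudocount 1 (32), a mean FPKM of at least 1 (34), leaving out PTZ replicate 2 (29) and 2-fold (31) closed the gap and 14 did not. Of the paper's 12 that rose and then fell there were 36, and leaving out PTZ replicate 2 (15) closed the gap while 17 did not. Of the paper's 11 that fell and then rose there were 17. A mean FPKM of at least 1 (10), leaving out Con. replicate 1 (16), PTZ replicate 1 (11) or PTZ replicate 2 (11), 2-fold (10) and groups that do not overlap (15) closed the gap and 12 did not.

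For the paper's 2080 GO terms in PTZ against Con. there were 742, and for its 1070 in Q808 against PTZ 432. The probability of more than the observed number of genes (2021 and 1410) closed both gaps, and terms with at least 3 genes (247 and 112) did not. With the paper's own genes and all annotated genes as background, a setting chosen after seeing the values, that probability gave 2080 and 1070. For the paper's 21 pathways in both comparisons there were 5. None of the alternatives set before the data were examined concerned pathways. In settings chosen after seeing the values, the probability of more than the observed number of genes gave 13, terms with at least 3 genes 5, the replicate block 11 and the striatum covariate 7, and none of these closed the gap. The paper's own genes with all annotated genes as background, also chosen after seeing the values, gave 26 with the probability of more, which closed the gap, of which 8 are in Table 3, and 6 with the probability of at least the observed number.

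The log2 fold changes of Table 2 were compared for 46 values, all with the paper's sign, and 4 differed. For *LOC103692570* in Q808 against PTZ the paper's -4.768 stands beside -2.35, and only a pseudocount of 0.01 (-4.51) closed the gap, while 12 alternatives did not. For *Ovol2* in PTZ against Con. the paper's 2.552 stands beside 2.08, and a pseudocount of 0.01 (2.41), leaving out Con. replicate 2 (2.15), Con. replicate 3 (2.16), PTZ replicate 1 (2.24) or PTZ replicate 3 (2.18) closed the gap, while 9 did not. For *Shox2* the paper's -3.674 and 5.274 stand beside -1.93 and 3.46, and a pseudocount of 0.01 (-4.10 and 5.85) closed both gaps, while 13 and 12 did not.

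*Grm8*, which the paper names as changed in the PTZ group, was not called here (p = 0.102). It was called with the replicate block (0.0467) and without Con. replicate 3 (0.0175), and, in settings chosen after seeing the values, with the striatum covariate (0.0495) and without the 3 libraries (0.0249). Of the hub genes not called in both comparisons, *Gypc* was called in Q808 against PTZ without the trend (0.0239), after quantile normalization (0.0353) or median ratio scaling (0.0476), with the block (0.0436) and without PTZ replicate 3 (0.0308). *Itpripl1* was called in PTZ against Con. without the trend (0.0344), after quantile normalization (0.0283) or median ratio scaling (0.0432), without Con. replicate 3 (0.0267), without PTZ replicate 3 (0.0285) and, chosen after seeing the values, without the 3 libraries (0.00702). *LOC103692570* was called without the trend (0.0493), with the block (0.0463), without Con. replicate 2 (0.0466) and, chosen after seeing the values, with the striatum covariate (0.0323). *Wdr54* was called in PTZ against Con. after quantile normalization (0.0404), median ratio scaling (0.0465), with the block (0.02), without Con. replicate 3 (0.0416) and, chosen after seeing the values, with the covariate (0.0181), and in Q808 against PTZ after quantile normalization (0.0151), median ratio scaling (0.0401) and, chosen after seeing the values, with the covariate (0.0476).

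The text of the paper gives hub genes in 2 patterns of direction, while its Table 2 lists 12 that rose and fell, 9 that fell and rose, and 2 that rose in both. Where hub genes are counted, the text gives another number of genes for the PTZ and Con. comparison than the 289 it gives elsewhere. That number is not the 152 of the Q808 comparison either. Of the DEGs linked to signal transduction, the text gives a percentage that is the number of genes, 59, in Supplementary Table S7, where the share is 42.45%. The pathway numbers in the text equal the numbers of pathway classes in the same table, 35 and 33. In Fig. 3C the Con. column with the highest *Ace*, read by eye, carries the label Con.-1, while in the deposited values it is Con.-3.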

Other observations

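The tests in this part were chosen after the results were seen, apart from the marker lists, the distance ratio and the correlation without shared libraries, and the reading of each was written after its result was seen.

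Con.-3, PTZ-3 and Q808-1 had the striatum list at 7.35, 6.20 and 6.20, against 1.56 to 2.48 in the other 5 libraries, and no library lay in the gap. A candidate explanation is RNA of neighbouring striatum in part of the dissections. The dentate granule cell list was lower by -1.40 in the 3 libraries and the oligodendrocyte list higher by 1.23, as less dentate gyrus and more white matter would give. Depth differed, at a ratio of 0.91 of the means, far less than the difference of 4.68 on the log2 scale. The GC content gave an exact permutation p of 0.089. The treatment was no source, since 3 groups hold a high library. A mislabelled rat was not excluded. The Y chromosome list gave an exact permutation p = 0.875, and the paper's text does not name the sex of the rats. But *Ddx3y* (22.5 to 28.5 FPKM) and *Eif2s3y* (33.9 to 43.6 FPKM) were expressed in every library. As no library stood apart by sex, the list cannot show a swap of rats. The correlation of these lists with hub genes across libraries was not tested.

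Of the 4 splits of the 6 Con. and PTZ libraries that part all 3 same-numbered pairs, 2 called as many genes as the real split, the real split included (395, 636, 106 and 127), and of all 10 splits 6 did. The 4 splits with Con.-3 and PTZ-3 on the same side called 841 to 1598 genes. Of 10 splits of the PTZ and Q808 libraries 6 called as many as the real split, and PTZ-3 and Q808-1 against the other 3 called 3223. With 3 libraries per group the share cannot be under 0.1. The split that follows the striatum markers calls more genes than the treatment, and it crosses the groups. Without the 3 libraries, 1530 genes were called, 140 at a Benjamini-Hochberg adjusted p-value under 0.05 in limma, against 0 to 2 in other settings. The choroid plexus list differed by -2.07 from Con. to PTZ in that setting, so the treatment was not the only difference.

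The PTZ libraries stood apart on the hub genes. The hub genes were chosen for being called in both comparisons, and 84 of 100 random regroupings of the libraries put the middle group apart on hub genes found in the same way, with a median ratio of 0.477 against 0.466 for the real grouping. The regroupings had 38.5 hub genes at the median, and 41 had at least the 55 of the real grouping. Selection alone could therefore give the grouping on these genes. The paper also measured hub genes by qRT-PCR and ACE by Western blot. It reports that most of the genes, but not all, followed the RNA-seq results, and those data were not analysed here. On the genes outside the DEGs the ratio was 0.973 and the correlation without shared libraries -0.056, and neither excludes a reversal, as the striatum markers differ within the groups. Without those 3 libraries, the correlation was -0.508, but on 2 PTZ, 2 Con. and 1 Q808 library. The choroid plexus list fell and rose in the same libraries, by -2.07 and 3.41. A reversal of expression between the treatments in the set of 5 libraries is therefore a hypothesis for more rats.

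*Ace* fell in the PTZ group and rose in the Q808 group. RNA of choroid plexus may contribute, as the choroid plexus list also fell and rose in the set of 5 libraries, by -2.07 and 3.41. But between Con.-3 and PTZ-3 the list rose by 1.62 while *Ace* fell, so that the choroid plexus alone is not sufficient there. The striatum list differed by -0.15 from Con.-1 and Con.-2 to PTZ-1 and PTZ-2, where *Ace* changed by -0.94, and by 0.00 from PTZ-3 to Q808-1, where *Ace* rose by 0.89. With the striatum division as a covariate *Ace* stayed called in both comparisons, so that RNA of striatum alone does not account for its change. Between Con.-3 and PTZ-3 the list and *Ace* both fell, by -1.15 and -1.33. With both list means in the fit, 15 of the 23 hub genes were called in both comparisons. *Ace*, *Col18a1*, *Enpp2*, *Fbl*, *Fhl2*, *Gypc*, *Itpripl1* and *Sox11* were not. Of these, *Enpp2*, *Gypc* and *Itpripl1* were also not called in both with all 3 groups in a fit and no covariates. The choroid plexus list itself differed between the groups in each set, and its part cannot be told apart from the treatment.

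In Q808 against Con., 88.7% of the called genes were higher. Scaling between the libraries could account for part of it, as after quantile normalization the share was 64.2%, still more than the lower genes. The rest was not explained.

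The number of GO terms followed the tail of the test. With the paper's genes and all 19037 annotated genes as background, the probability of more than the observed number of genes was under 0.05 for 2080 terms in PTZ against Con. and 1070 in Q808 against PTZ, and the probability of at least that number for 794 and 413. The p-values printed for the 1998 terms in Supplementary Table S4 and the 1070 in Table S5 were equal to the first probability, and 1359 and 847 terms held 1 gene. Random lists of 300 genes gave a median of 1367 terms by the first probability and 342.5 by the second. This is consistent with a test of more than the observed number.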
